# Elucidation of the molecular responses to waterlogging in *Sesbania cannabina* roots by transcriptome profiling

**DOI:** 10.1038/s41598-017-07740-5

**Published:** 2017-08-23

**Authors:** Cheng-Gang Ren, Cun-Cui Kong, Kun Yan, Hua Zhang, Yong-Ming Luo, Zhi-Hong Xie

## Abstract

*Sesbania cannabina*, a multipurpose leguminous crop, is highly resistant to waterlogging stress. However, the scant genomic resources in the genus *Sesbania* have greatly hindered further exploration of the mechanisms underlying its waterlogging tolerance. Here, the genetic basis of flooding tolerance in *S. cannabina* was examined by transcriptome-wide gene expression changes using RNA-Seq in seedlings exposed to short-term (3 h) and long-term (27 h) waterlogging. After de- novo assembly, 213990 unigenes were identified, of which 145162 (79.6%) were annotated. Gene Ontology and pathway enrichment analyses revealed that the glycolysis and fermentation pathways were stimulated to produce ATP under hypoxic stress conditions. Energy-consuming biosynthetic processes were dramatically repressed by short and long term waterlogging, while amino acid metabolism was greatly induced to maintain ATP levels. The expression pattern of 10 unigenes involved in phenylpropanoid biosynthesis, glycolysis, and amino acid metabolism revealed by qRT-PCR confirmed the RNA-Seq data. The present study is a large-scale assessment of genomic resources of *Sesbania* and provides guidelines for probing the molecular mechanisms underlying *S. cannabina* waterlogging tolerance.

## Introduction

Flooding and waterlogging are common phenomena with the potential to become an increasingly serious threat to the environment, which is progressively deteriorated by humans and their anthropogenic activities, resulting in global climate change. Adverse abiotic stresses can heavily damage crop production worldwide during the heavy rain season in lowland fields. Because of the limited diffusion of gas under water, waterlogging creates a low oxygen (hypoxia) environment in the root areas of crops^1^.

Higher plants are aerobic organisms. Since the diffusion of molecular oxygen is reduced in water, soil waterlogging is a serious obstacle to plant growth and development and may make plants hypoxic. The response of plants to external hypoxia has been intensively studied for decades. Alternative to oxidative respiration, plants employ glycolysis to generate ATP and ethanolic fermentation to produce the NAD^+^ required for sustaining the EMP pathway^2^. Not only metabolic adaptations which confer tolerance to anoxia, prolong tissue survival, there are also morphological adaptations to waterlogging by plants, such as formation of aerenchyma^3^. Understanding the genetic basis of tolerance variation and the underlying genes and processes will be the key to discovering novel tolerance mechanisms and ultimately translating these to crops^4^.

Proteomics research has identified many anaerobically induced polypeptides (ANPs)^5^. ANPs are essential for the tolerance to hypoxic conditions in many plants^6, 7^. Further studies showed that the majority of ANPs are involved in the glycolysis and fermentation pathways^8^. A set of anaerobic peptides including aldolase, enolase, glucose-6-phosphate isomerase, glyceraldehyde-3-phosphate dehydrogenase, sucrose synthase, and alcohol dehydrogenase have been identified as being selectively induced under hypoxia in maize^9^. Microarray studies were performed to analyze the response to hypoxia in *Arabidopsis thaliana* ^10^, cotton^6^, maize^11^, and other plants^12^. The expression levels of a zinc finger-like protein, SKP1/ASK1-like protein, and 20 S proteasome subunit α-3 increased markedly after 2 h of minimal oxygen supply in maize^13^. A low oxygen-sensing N-end rule proteolytic pathway^14^ and a gene, *Sicyp51*, believed to confer tolerance to hypoxia were identified recently^15^. SNORKEL1 and 2 in rice and MYB, and AP2/ERF transcription factors (TFs) in *Arabidopsis* ^16–18^ were found to regulate gene expression under low oxygen. In *Glycine max*, waterlogging stress specific genes were found to be enriched for lipoxygenase 2, ethylene forming enzyme, matrixin family proteins, and 12-oxophytodienoate reductase 2. The Ethylene response factor (ERF) represented the highest number of significantly expressed TFs under hypoxic conditions followed by bHLH, MYB, NAC, and WRKY^19^. Rapid changes in a large number of transcripts involving not only well-known ANPs, but also those not previously known to be involved in waterlogging tolerance, indicate that plants activate complex mechanisms in response to waterlogging^6, 20^.

The RNA-Seq approach has a higher sensitivity than microarray analysis and includes both low- and high- level gene expression^21^. These advantages resulted in the increased application of RNA-Seq to elucidate the response of plants to various environmental stresses, such as cold^22^, salt^23, 24^, and drought^23, 25^. RNA-Seq has also been successfully used to analyze the responses to waterlogging stress in maize^26^, sesame^27^, and rape^28^. However, transcriptional studies of manure crops are rare, despite their potential in environment-friendly agricultural practices.

The genus *Sesbania* has been used increasingly as a green manure crop in rice cropping systems because of its ability to fix atmospheric nitrogen through symbiosis with rhizobia and its adaptability to flooded soils^29–31^. Of approximately 20 species distributed in these regions, *S. cannabina* is one of the most common species, and its ability to promote the drainage of ill-drained fields and paddy-upland rotated fields has been demonstrated^32^. To better understand the molecular mechanisms underlying the response of *S. cannabina* to soil waterlogging, the transcriptional profiles of waterlogged *S. cannabina* roots were analyzed by RNA-Seq. Genes expressed in the control and treatment groups were compared to elucidate the species-specific responses of *S. cannabina* and to identify genes or strategies associated with waterlogging resistance. Our results will improve our understanding of the response of flood-tolerant manure crops to soil waterlogging stress.

## Results

### Transcriptome sequencing and assembly

To obtain a comprehensive view of waterlogging tolerance in *S. cannabina*, 30-day old seedlings of *S. cannabina* were waterlogged. 

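The RNA-Seq data comprised 6 root libraries, with 2 biological replicates for each of the control (CK), 3 h and 27 h groups, and each replicate was a pool of the roots of 3 seedlings. The authors cleaned the reads, assembled them with Trinity into unigenes, mapped the clean reads back with bowtie2 and estimated the read count of each unigene with RSEM. They deposited 2 values per unigene and sample, the estimated count, which need not be a whole number, and the FPKM derived from it. No genome of the species was used, so the unigenes carry cluster identifiers without chromosome positions, and enzyme names were taken only from the text and the supplementary tables of the paper. The total estimated count was 15595625 and 16302814 in the 2 control samples, 17954606 and 22065730 at 3 h, and 18544660 and 18484909 at 27 h. The 10 unigenes with the highest counts held between 2.05% and 5.23% of the counts of a sample. The counts were rounded to whole numbers, normalized by the TMM method and tested for each pair of groups with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment of the p-values. Unigenes with low counts were left out with the filterByExpr function. A DEG was a unigene with an adjusted p-value below 0.05 and an absolute log2 fold change above 1, the thresholds given in the Methods of the paper. Values per sample are TMM-normalized counts scaled to the library size (CPM). For a single unigene, an exact permutation test of 2 samples against 2 cannot give a p-value below 0.3333, so it cannot reach 0.05, and statements on single unigenes rest on the model fitted across all unigenes and on whether both replicates lay outside the range of the controls. The replicate numbers in the labels were also tried as a block. Several unigenes of the same enzyme can share reads in an assembly of this kind, so the value of a single unigene of an enzyme is uncertain.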

High-throughput RNA sequencing (RNA-Seq) was performed on waterlogged roots (3 h, and 27 h), non- waterlogged control roots (CK) using the Illumina platform. Illumina sequencing data were deposited in the NCBI GEO database under accession number GSE92670. In total, 321,027,022 Illumina PE raw reads were generated (Table 1). After removing adaptor sequences, ambiguous nucleotides, and low-quality sequences, 302,739,278 clean reads were recorded. 

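The clean reads that Table 1 of the paper lists per library ranged from 43971630 in the first control sample to 61288682 in the second 3 h sample. The fragments counted on unigenes made up 70.9% and 71.2% of the clean read pairs in the control samples, 72.5% and 72.0% at 3 h, and 72.1% and 72.9% at 27 h. The Q30 values of Table 1 were 90.69% and 91.34% in the control samples and 92.65% and 90.84% at 3 h, and they were lower at 27 h, with 87.72% and 87.4%. Both libraries with the lower Q30 belong to the 27 h group, so a difference in sequencing quality cannot be told apart from the 27 h treatment.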

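The deposited values covered 213990 unigenes in every sample. Between 147950 and 164943 unigenes had a count above 0 in a sample, with the lowest number in the second 27 h sample and the highest in the most deeply sequenced sample, the second 3 h replicate. A total of 13530 unigenes had no count in any of the 6 samples.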

Assembly of clean reads resulted in 213,990 unigenes in the range of 201–16,929 bp with a N50 length of 1055 bp (Table S1).

**Table 1:** Summary of sequences analysis.

Sample	Raw Reads	Clean Reads	Clean	Error	Q20	Q30	GC
			Bases	(%)	(%)	(%)	(%)
R1	46891272	43971630	6.6G	0.02	96.1	90.69	43.71
R2	48598584	45774804	6.87G	0.02	96.43	91.34	43.98
WLR3H1	51310282	49550926	7.43G	0.01	97.02	92.65	44.37
WLR3H2	64341606	61288682	9.19G	0.02	96.2	90.84	43.89
WLR27H1	55278170	51429496	7.71G	0.03	94.78	87.72	45.29
WLR27H2	54607108	50723740	7.61G	0.03	94.66	87.4	44.91
Total	321027022	302739278	45.41G				

R, Untreated root; WLR, Waterlogged root; H, Hour; Q20, The percentage of bases with a Phred value > 20; Q30, The percentage of bases with a Phred value > 30.

### Sequence annotation

Next, the unigenes were annotated by alignment with seven public databases (Table 2). Analyses showed that 155,725 unigenes (72.77%) had significant matches in the Nr database, 143,553 (67.08%) in the Nt database, and 105,129 (49.12%) in the Pfam database. In total, 170,345 unigenes (79.6%) were successfully annotated in at least one of the Nr, Nt, Swiss-Prot, KEGG, GO, KOG, and Pfam databases, with 1054 unigenes (0.49%) in all seven databases. Most of the unigenes could be mapped to legumes sequences, in which 31,715, 30,692, 28,198 and 21,235 showed high sequence similarity with that of *Glycine max*, *Glycine soja, Cicer arietinum* and *Medicago truncatula*, respectively (Table 3).

**Table 2:** BLAST analysis of non-redundant unigenes against public databases.

	Number of	Percentage
	Unigenes	(%)
Annotated in NR	155725	72.77
Annotated in NT	143553	67.08
Annotated in KO	61329	28.65
Annotated in SwissProt	3772	1.76
Annotated in PFAM	105129	49.12
Annotated in GO	106734	49.87
Annotated in KOG	58137	27.16
Annotated in all Databases	1054	0.49
Annotated in at least one Database	170345	79.6
Total Unigenes	213990	100

**Table 3:** The top-10 Blast hits for the assembled unigenes based on NCBI non-redundant (nr) protein database search.

Species	Number of annotations	Plant_nr
*Glycine max*	31715	63716
*Glycine soja*	30692	50066
*Cicer arietinum*	28198	29056
*Medicago truncatula*	21235	90439
*Phaseolus vulgaris*	16644	32585
*Lotus japonicus*	6093	8640
*Vitis vinifera*	1773	74877
*Gossypium raimondii*	1098	86601
*Citrus sinensis*	1054	66922
*Pyrus x*	784	38836

For GO analysis, there were 106,734 unigenes divided into three ontologies (Fig. 1A). For the biological process (BP) category, genes involved in ‘cellular process’ (61,631), ‘metabolic process’ (58,709), and ‘single-organism process’ (46,928) were highly represented. The cellular component (CC) category mainly comprised proteins involved in ‘cell’ (32,127), ‘cell part’ (32,126), and ‘organelle’ (21,218). Within the molecular function (MF) category, ‘binding’ (61,098), ‘catalytic activity’ (50,782), and ‘transporter activity’ (7502) were highly represented.

**Figure 1:**
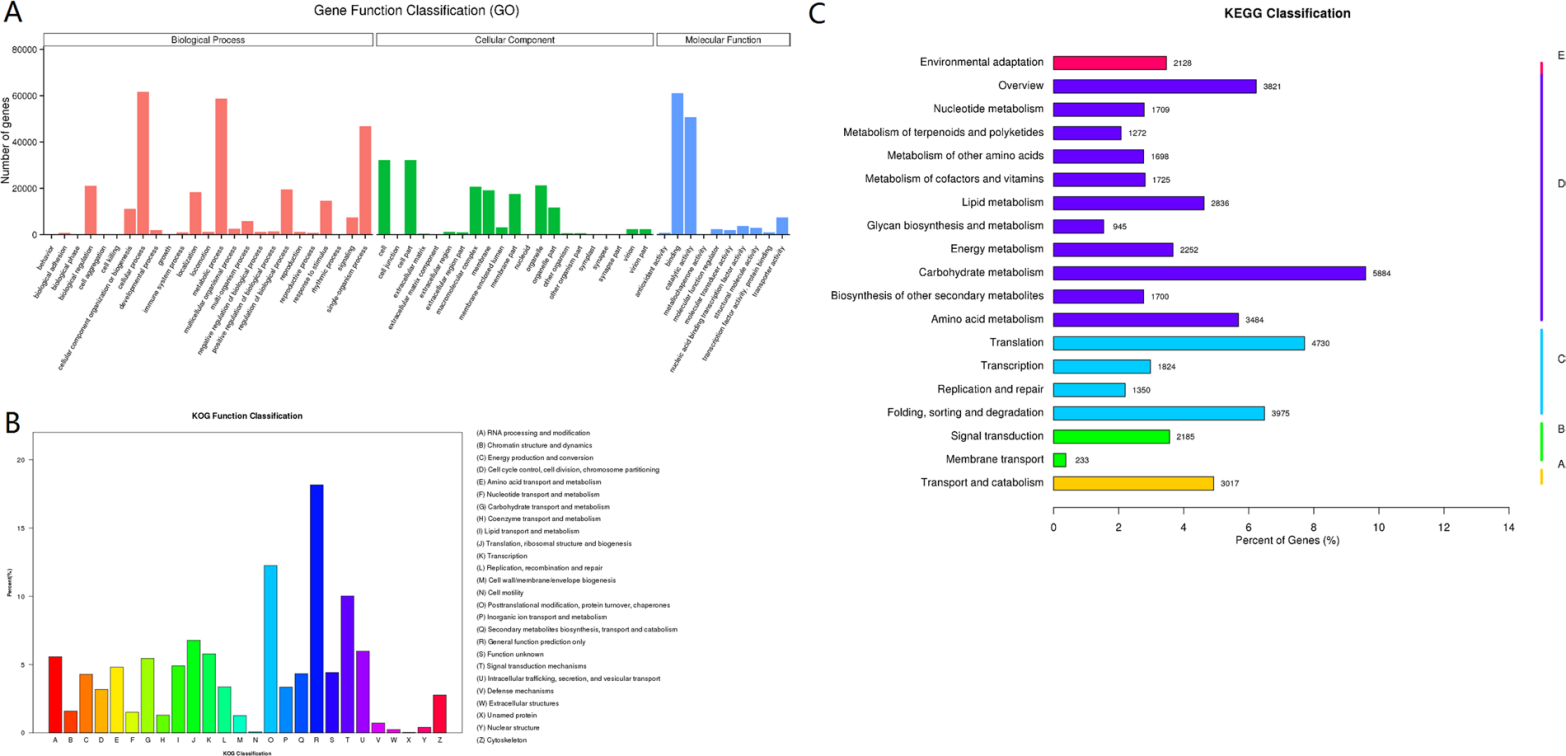
Functional annotation and classfication of *S. cannabina* transcriptome. (**A**) GO categorization of non-redundant unigenes. Each annotated sequence was assigned at least one GO term. (**B**) COG annotation of putative proteins. (**C**) KEGG annotation of putative proteins. The capital letters against the colored bars indicate five main categories, (**A**) cellular processes; (**B**) environmental information processing; (**C**) genetic information processing; (**D**) metabolism; and (**E**) organism systems.

In addition, all unigenes were subjected to a search against the KOG database for functional prediction and classification. In total, 31,137 unigenes were assigned to the KOG classification and divided into 26 specific categories (Fig. 1B). The ‘general functional prediction only’ (10554) was the largest group, followed by ‘post-translational modification, protein turnover, chaperone’ (7119), ‘signal transduction mechanisms’ (5822), ‘translation, ribosomal structure and biogenesis’ (3935), and ‘intracellular trafficking, secretion, and vesicular transport’ (3471). Only a few unigenes were assigned to ‘cell motility’ (42) and ‘unnamed protein’ (15).

Unigene metabolic pathway analysis was also performed using the KEGG annotation system. This process predicted a total of 130 pathways representing 61,329 unigenes (Fig. 1C). The pathways involving the highest number of unique transcripts were ‘carbohydrate metabolism’ (5884), followed by ‘translation’ (4730) and ‘folding, sorting and degradation’ (3975).

### Differential expression analysis of assembled transcripts in response to waterlogging treatments in the early and late stages

Differential expression analysis was firstly performed based on pairwise comparison between different waterlogging treatment times (CK, 3 h and 27 h). DEGs were defined as genes that were significantly enriched or depleted by the treatments. A total of 2719 transcripts, which accounted for approximately 1.27% of the total transcripts were differentially expressed in *S. cannabina* in response to the early stages (3 h) of waterlogging (Table S2). 

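In the comparison of 3 h with CK, 91130 unigenes passed the filter on low counts, and 0 of them met both thresholds for a DEG. The smallest adjusted p-value was 0.09918 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Fold changes were not small, since 9592 of the tested unigenes had a log2 fold change above 1 and 10158 had one below -1. With 2 replicates per group the test estimates the spread of each unigene from few samples. Counts were simulated from these samples with the dispersions estimated here. A log2 fold change of 2 was given to 200 unigenes with a mean count of at least 50, and the others were unchanged. The quasi-likelihood test recovered 32% of the changed unigenes with 23 false calls, and the exact test of edgeR recovered 76% with 312 false calls. Changed unigenes of low counts were not simulated, and the quasi-likelihood test did give calls there. The simulation therefore does not account for the 0 DEGs at 3 h. Of the alternatives set before the files were read, that exact test, with the same counts and filter, moved the number of DEGs at 3 h furthest, to 6286, and DESeq2 gave 4200. The fit with a replicate block also gave 0 DEGs. The pairing of replicates was taken from the labels only. The deviations of the replicates of equal number from their group means had a correlation of -0.01378 across unigenes between CK and 3 h, so they did not deviate together. The printed part of Table S2 gives the paper's log2 fold changes, and 585 of its unigenes with a finite value were tested here. All 585 had the same sign here, with a median absolute difference of 0.007061 and a Pearson correlation across unigenes of 0.9999, although unigenes are not independent replicates.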

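At 27 h, 91782 unigenes were tested against CK and 2809 were DEGs, with a smallest adjusted p-value of 0.03612 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The 5 DEGs of smallest adjusted p-value that have a name in Table S2 changed in both replicates beyond the range of the controls. Cluster-8728.128191, annotated as a 2-aminoethanethiol dioxygenase, rose from 2.11 and 1.98 CPM in the control samples to 218.9 and 282.87 CPM at 27 h, a log2 fold change of 6.94 (standard error 0.25). Cluster-8728.101633, a hypothetical protein, rose with a log2 fold change of 7.64 (standard error 0.31). Cluster-8728.38047, a FAR1 DNA-binding domain protein, had a log2 fold change of 4.22 (standard error 0.2). Cluster-8728.90306, a putative xyloglucan endotransglucosylase/hydrolase, fell from 47.97 and 63.12 CPM to 1.2 and 1.11 CPM, a log2 fold change of -5.57 (standard error 0.26). Cluster-8728.97024, a proline-rich protein, fell from 138.61 and 127.86 CPM to 8.08 and 6.82 CPM, with a log2 fold change of -4.15 (standard error 0.19). The replicate block left 0 DEGs, with a smallest adjusted p-value of 0.1254 from the same test. This pairing comes from the labels, and the deviations of samples with equal replicate numbers had a correlation of 0.009497 across unigenes between CK and 27 h. Leaving out single samples changed the count most. Such a fit has 1 sample in a group, so its spread comes from the other group alone and its count cannot be compared with the main fit.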

Meanwhile, a total of 9738 transcripts, which accounted for approximately 4.5% of the total transcripts were differentially expressed in *S. cannabina* in response to the latestages (27 h) of waterlogging (Table S2). Commonly up- and down-regulated transcripts were identified between the early and late stages of waterlogging to determine the degree of overlap (Fig. 2A,B). 

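Of the 85637 unigenes tested in both comparisons with CK, 0 were upregulated DEGs at both times and 0 were downregulated DEGs at both times. The 3 h set was empty in this fit, which fixes the overlap at 0. Both overlaps were likewise 0 with the replicate block, paired by the labels as before. The overlap was largest with the exact test of edgeR, where 2177 upregulated and 1935 downregulated unigenes were shared. The direct comparison of 3 h with 27 h gave 0 DEGs among 91986 tested unigenes, with a smallest adjusted p-value of 0.4603 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Both comparisons use the same 2 control samples, so unigenes shared between them are not independent evidence.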

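The upregulated and downregulated sets at 3 h were 0 and 0 in the quasi-likelihood test of edgeR, and the replicate block gave the same counts. The identifiers of 631 upregulated unigenes are printed in Table S3 and those of 1084 downregulated unigenes in Table S4, and these allow a look at single values. Both 3 h replicates lay above both controls for 631 of the 631 unigenes listed as upregulated, with a median log2 fold change of 2.14. Both replicates lay below both controls for 1084 of the 1084 listed as downregulated, with a median log2 fold change of -1.66. The lists were selected by the authors from the same samples, so this separation was part of the selection. By chance alone, 16.67% of unigenes would have both treated samples above both controls, and 26.2% of all tested unigenes did. The exact test of edgeR called 542 of the listed unigenes up and 932 down, against 0 and 0 in the main fit, and no other alternative set in advance exceeded these counts.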

A total of 970 transcripts were upregulated and 1,749 transcripts were downregulated between the CK and 3 h waterlogged groups. The maximum number of commonly up- (4,171) and down- (5,567) regulated transcripts was observed between the CK and 27 h waterlogged groups.

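At 27 h, the quasi-likelihood test of edgeR gave 1788 upregulated and 1021 downregulated DEGs. Of the 1682 unigenes printed in Table S6 as upregulated, 1682 had both 27 h replicates above both controls, and 716 were DEGs here. Of the 2466 printed in Table S5 as downregulated, 2466 had both replicates below both controls, and 407 were DEGs here. The authors chose these lists from the same data. Blocking by replicate number, with the pairing of the labels, left 0 upregulated and 0 downregulated DEGs. The counts were most sensitive to the loss of the first 27 h replicate, without which 8272 unigenes were up and 13911 down.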

**Figure 2:**
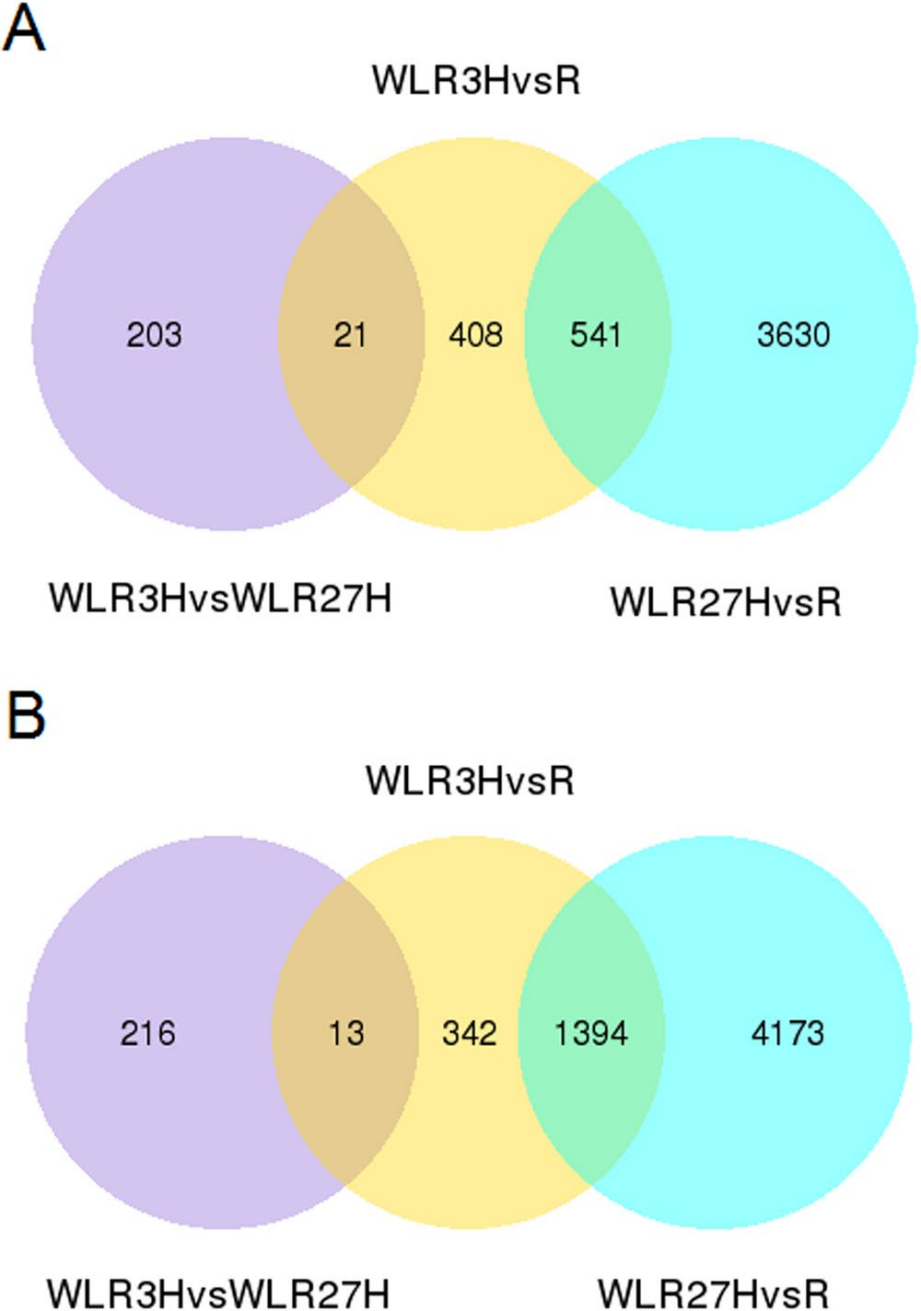
Venn diagrams of differentially expressed transcripts under waterlogging treatment in *S. cannabina* plantlets. (**A**) Numbers of DEGs exclusively upregulated in each treatment; (**B**) numbers of DEGs exclusively downregulated in each treatment. The numbers of DEGs with common or opposite expression change tendencies between treatments are shown in the overlapping regions. The total numbers of up- or down-regulated genes in each treatment are the sum of the numbers in each circle.

To explore patterns of co-regulation of the DEGs in *S. cannabina* in response to the early and late stages of waterlogging, the expression profiles of these genes were clustered using the hierarchical clustering algorithm and visualized in a heat map (Fig. S1). The results showed distinct patterns of expression of DEGs in response to different stages of waterlogging stress.

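The expression profiles of the samples were compared with the Pearson correlation of log2 CPM (prior count 2) across the 101724 unigenes that passed the filter over all samples. The 2 replicates of a group had a correlation of 0.8928 in CK, 0.8638 at 3 h and 0.848 at 27 h, a mean of 0.8682 ± 0.02271 (SD, n = 3 groups). Samples of different groups had a mean correlation of 0.7955. The lowest value was 0.6879, between the first control sample and the second 27 h sample. The first 27 h sample had a higher correlation with the second 3 h sample, 0.8607, than with the other 27 h replicate. No p-value is given, because unigenes are not independent replicates. Samples with equal replicate numbers did not deviate together between CK and 3 h or CK and 27 h, with correlations of their deviations of -0.01378 and 0.009497, and the value between 3 h and 27 h was 0.1214. These pairs follow the labels, and with the replicate block the direct comparison of 3 h with 27 h gave 0 DEGs, the same as without it. The smaller prior count of 0.5 lowered the mean replicate correlation most, to 0.8072. The counts of 2 replicates differed by more than sampling noise in every group, with a chi-square per degree of freedom of 6.058 in CK, 15.56 at 3 h and 17.38 at 27 h. From the clustered profiles of the DEGs (Fig. S1), the paper concludes that the early and late stages of waterlogging have different expression patterns.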

### Functional classification of DEGs

To gain a better understanding of the adaptive mechanism shift in *S. cannabina* in response to waterlogging, biological function analysis of DEGs was performed by GO enrichment using the whole transcriptome as the background (Fig. 3). GO analysis was performed for upregulated DEGs in CK compared with those in the 3 h waterlogging group (Table S3). In the MF category, the top two enriched terms were oxidoreductase activity and transporter activity, followed by enzyme inhibitor activity. 

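Table S3 assigns 96 of the upregulated DEGs of the paper to oxidoreductase activity, 89 to transporter activity and 18 to enzyme inhibitor activity, and prints at most 20 identifiers per term. The 20 printed oxidoreductase unigenes had log2 fold changes at 3 h from 0.76 to 9.21, with a median of 2.61. The 20 printed transporter unigenes had a median of 1.44, and the 18 enzyme inhibitor unigenes had the largest median, 4.58. All of them had both 3 h replicates above both controls, and 0 had an adjusted p-value below 0.05 in the quasi-likelihood test of edgeR. With the replicate number from the labels as a replicate block the number of DEGs at 3 h was also 0. The enrichment itself was not tested here, since the GO annotation of all unigenes is not in the files analysed here. The calls of the listed upregulated unigenes changed most with the exact test of edgeR and with DESeq2, where 542 of 631 passed in each. The paper ranks these terms by the enrichment of its DEGs in them.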

In the CC category, ‘integral component of membrane’ and ‘intrinsic component of membrane’ were the two dominant enriched terms. In BP, ‘oxidoreduction coenzyme metabolic process’ was the most enriched, and various terms of metabolic processes were also enriched, including ‘pyridine-containing compound metabolic process’, ‘pyruvate metabolic process’ and ‘glucose metabolic process’ (corrected p-value < 0.005). 

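For the oxidoreduction coenzyme metabolic process, Table S3 assigns 28 upregulated DEGs of the paper among 1193 annotated unigenes, and the 20 printed ones had a median log2 fold change of 2.43 at 3 h. The printed unigenes of the pyridine-containing compound and pyruvate metabolic processes also had a median of 2.43. For glucose metabolic process, 23 DEGs of the paper are counted among 722 annotated unigenes, and the 20 printed ones ranged from 0.77 to 4.78 with a median of 2.47. Each of the printed unigenes of these 4 terms had both 3 h replicates above both controls. The adjusted p-values of the quasi-likelihood test of edgeR stayed at or above 0.09918, and blocking by the replicate numbers of the labels gave 0 DEGs as well. Under the exact test of edgeR and under DESeq2, 16 of the 18 unigenes of the glycolytic process, a part of glucose metabolism, were upregulated DEGs, the largest change among the alternatives.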

For the downregulated DEGs (Table S4), the most enriched terms were oxidoreductase activity in the MF category. 

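Among the downregulated DEGs of the paper at 3 h, 184 are assigned to oxidoreductase activity in Table S4, out of 10126 unigenes annotated with the term. The 20 whose identifiers are printed had log2 fold changes from -7.72 to -0.99, with a median of -1.93. Both 3 h replicates lay below both controls for all 20. None of them had an adjusted p-value below 0.05 in the quasi-likelihood test of edgeR, without or with the replicate block paired by the labels. The largest shift came from the exact test of edgeR, which called 932 of the 1084 unigenes listed in Table S4 down.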

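The oxidation-reduction process holds 194 of the downregulated DEGs of the paper in Table S4 and 96 of its upregulated DEGs in Table S3. The 20 unigenes printed for the term in each table did not overlap in direction. Each table holds the paper's DEGs of a single direction from the same samples, so this separation was part of the selection. The downregulated ones had a median log2 fold change of -1.77 at 3 h with a range from -5.33 to -1.0, and the upregulated ones had a median of 1.63 with a range from 0.82 to 9.99. In each list both 3 h replicates lay beyond both controls for 20 of 20 unigenes. The adjusted p-values were not below 0.09918 in the quasi-likelihood test of edgeR, and with the labels' replicate numbers as a replicate block 0 unigenes passed. The exact test of edgeR in place of the quasi-likelihood test gave the largest change and called 542 of the unigenes listed in Table S3 up and 932 of those in Table S4 down. From the presence of oxidoreductase genes in both directions, the paper reasons that separate sets of these genes act under normal conditions and under waterlogging.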

Consistent with this, ‘oxidation-reduction process’ was the top BP enriched term in downregulated DEGs, which taken together with ‘oxidoreductase activity’ as the most enriched in upregulated DEGs implied that different sets of oxidoreductase genes participate in either maintaining redox equilibrium in a normal environment or in alleviating the oxidative stress caused by waterlogging. Other enriched terms included carbohydrate metabolic process and hydrolase activity, acting on glycosyl bonds.

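Table S4 counts 151 downregulated DEGs of the paper under carbohydrate metabolic process and 105 under hydrolase activity acting on glycosyl bonds. The 20 printed unigenes of the first term had a median log2 fold change of -1.64 at 3 h, and the 20 of the second had a median of -1.82. Both 3 h replicates were below both controls for each of them. At 27 h the same 20 unigenes of the second term were again below both controls in both replicates, with a median of -2.12. Of these, 7 were DEGs in the quasi-likelihood test of edgeR. Of all 1084 unigenes listed in Table S4, 1036 were below both controls at 27 h, so this was not particular to the term. With the replicate block, paired by the labels, 0 unigenes were DEGs at 3 h and 0 at 27 h. For the unigenes listed as downregulated at 3 h, the count that passed rose from 0 to 932 of 1084 under the exact test of edgeR, more than under any other setting.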

**Figure 3:**
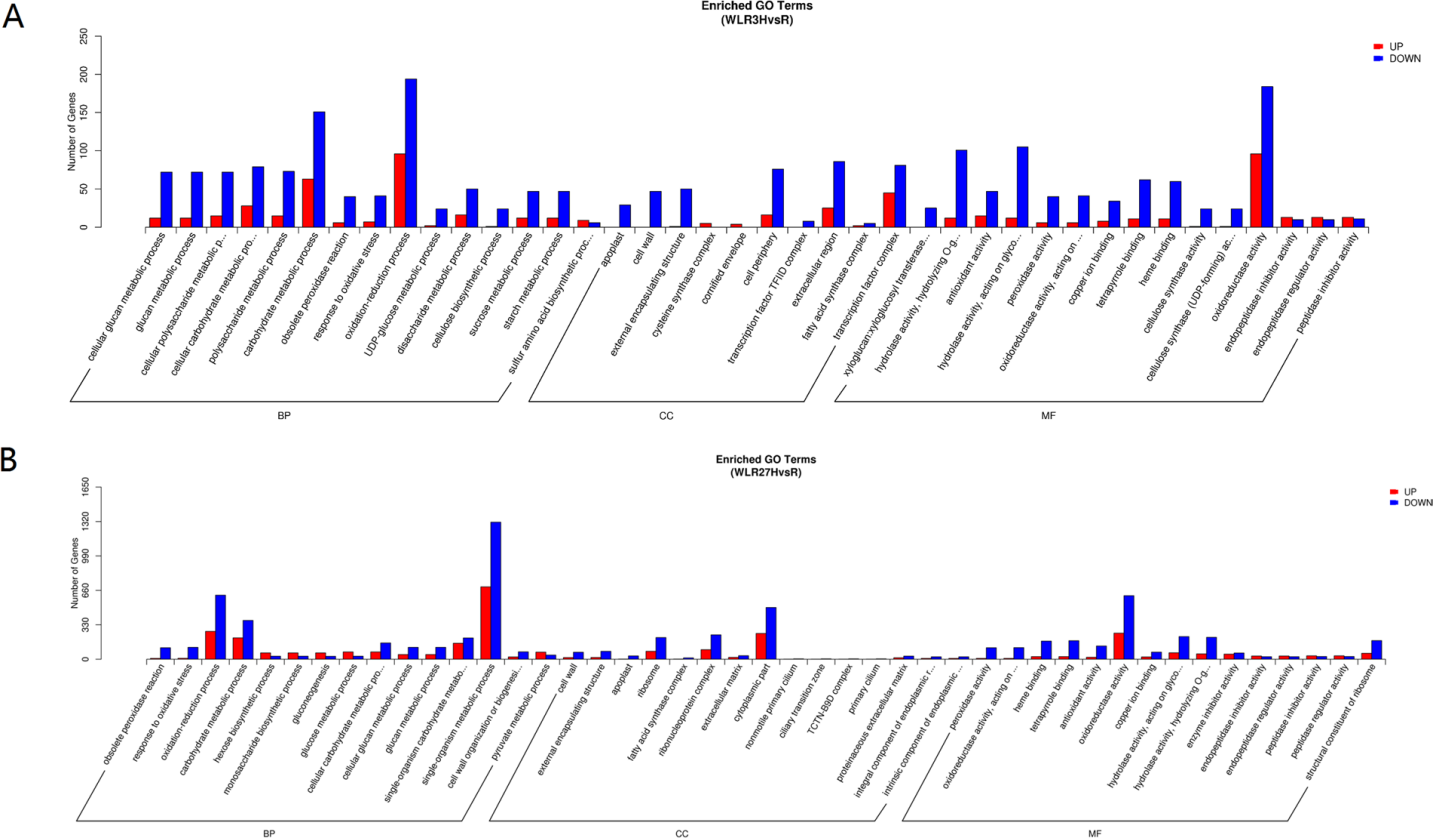
GO functional classification of the control and waterlogging treated plantlets. (**A**) comparison between 3 h treatment and CK; (**B**) comparison between 27 h treatment and CK.

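Table S5 counts 2641 downregulated DEGs of the paper under metabolic process and 2378 under catalytic activity, with 20 identifiers printed for each. The printed unigenes of metabolic process had log2 fold changes at 27 h from -8.2 to -0.94, with a median of -2.12, and 1 of them was a DEG in the quasi-likelihood test of edgeR. Those of catalytic activity had a median of -2.08, and 4 were DEGs. All of these unigenes lay below both controls in both 27 h replicates. At 3 h the same unigenes had smaller medians of -1.19 and -0.83. In the fit with the replicate block, which pairs the samples by their labels, 0 unigenes passed. Of the 2466 unigenes printed in Table S5, 407 passed in the main fit. This count changed most without the first 27 h replicate, a fit whose spread comes from the controls alone.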

Comparison of DEGs in 27 h waterlogging with those in CK identified ‘metabolic process’ and ‘catalytic activity’ as the top two GO enrichment terms in the downregulated DEGs (Table S5). These two terms included >2000 DEGs, which were all repressed. 

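For hydrolase activity, Table S5 counts 889 downregulated DEGs of the paper, and the 20 printed unigenes had a median log2 fold change of -2.32 at 27 h. For cellulose biosynthetic process it counts 40, and the 20 printed ones had a median of -2.12 with a range from -3.75 to -0.92. The identifiers of the 36 unigenes of cellulose synthase (UDP-forming) activity can be put together from equal terms of the table. All 36 were below both controls in both 27 h replicates, with a median of -1.98, and 10 were DEGs in the quasi-likelihood test of edgeR. Cluster-8728.101279 fell from 239.81 and 332.26 CPM in CK to 51.12 and 44.54 CPM at 27 h, a log2 fold change of -2.57 (standard error 0.24, adjusted p-value 0.03999 from edgeR). Cluster-8728.95921 fell with a log2 fold change of -2.68 (standard error 0.24) and Cluster-8728.97759 with -2.37 (standard error 0.21), both with the same adjusted p-value. With the replicate block the log2 fold change of Cluster-8728.101279 was -2.56 and its adjusted p-value 0.1254 (edgeR), the pairing being that of the labels. Over all 47 unigenes named as cellulose synthase in the supplementary tables, 45 were below and 2 were above both controls at 27 h. All 47 come from the paper's DEG lists, and the 2 come from its upregulated list at 3 h. The split therefore largely follows the lists, while 267 unigenes are annotated with this activity. Across the fits that kept every sample, the number of DEGs among the 36 ranged from 0 to 25. It was 0 without a filter on low counts and 25 with DESeq2 and with the exact test of edgeR.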

Additionally, 100% of DEGs involved in ‘hydrolase activity’, ‘cellulose synthase (UDP-forming) activity’ and ‘cellulose biosynthetic process’ were also downregulated. Changes in transcript levels suggested that the energy-demanding processes of cellulose and cell wall biosynthesis were greatly inhibited in the *S. cannabina* response to the late stage of waterlogging. 

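The decrease was also present at 3 h. Of the 36 cellulose synthase unigenes of Table S5, which the authors chose at 27 h, 35 were below both controls in both 3 h replicates. Their median log2 fold change at 3 h was -1.42, and some of them are also in Table S4. The 24 cellulose synthase unigenes listed in Table S4 had log2 fold changes from -9.63 to -1.41 at 3 h, with a median of -1.67, and from -9.5 to -0.98 at 27 h, with a median of -1.82. Both replicates were below both controls for 24 of 24 at each time. Table S4 holds the paper's downregulated DEGs at 3 h, so the separation of these 24 at 3 h was part of the selection. In the quasi-likelihood test of edgeR, 0 of them were DEGs at 3 h and 5 at 27 h. Cluster-8728.78453 fell from 32.59 and 42.38 CPM in CK to 10.67 and 9.53 CPM at 3 h and 5.08 and 3.19 CPM at 27 h. Cluster-8728.78450 fell from 14.6 and 14.39 CPM to 4.09 and 4.41 CPM and then to 2.24 and 1.17 CPM. The replicate block, paired by the labels, gave 0 DEGs at either time. The exact test of edgeR and DESeq2 each called 23 of the 24 down at 3 h, the highest count of the alternatives. From the fall of these transcripts, the paper proposes that cellulose and cell wall synthesis, which consume energy, were strongly inhibited late in waterlogging.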

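Table S6 counts 153 upregulated DEGs of the paper under transcription factor complex, 70 under glucose metabolic process and 74 under enzyme regulator activity. The 20 printed unigenes of transcription factor complex had a median log2 fold change of 2.04 at 27 h, and 12 of them were DEGs in the quasi-likelihood test of edgeR. Those of glucose metabolic process had a median of 3.53 with 12 DEGs, and those of enzyme regulator activity a median of 2.66 with 13 DEGs. Every printed unigene of these terms was above both controls in both 27 h replicates. None remained a DEG with the replicate block, whose pairing is taken from the labels. The call of the listed upregulated unigenes moved most with the exact test of edgeR, from 716 to 1600 of 1682.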

For the GO enrichment analysis of the upregulated DEGs, ‘transcription factor complex’, ‘glucose metabolic process’ and ‘enzyme regulator activity’ were the dominant terms (Table S6).

KEGG pathway enrichment analysis for DEGs also revealed common patterns and significant differences in response/adaptation between the early and late stages of waterlogging in *S. cannabina*. The top five enriched pathways by DEGs in the 3 h waterlogging treatment (Table S7) (FDR ≤ 0.05), were phenylalanine metabolism, cysteine and methionine metabolism, phenylpropanoid biosynthesis, tyrosine metabolism and sulfur metabolism. DEGs in the 27 h waterlogging treatment was also analyzed (Table S8) (FDR ≤ 0.05). The top two enriched pathways by DEGs in the 27 h waterlogging treatment were biosynthesis of secondary metabolites and phenylpropanoid biosynthesis. Phenylpropanoid biosynthesis was the third and second enriched pathway by DEGs in 3 h and 27 h waterlogged plantlets, respectively. There were 58 and 186 unigenes annotated as involved in this pathway in 3 h and 27 h waterlogged plantlets, respectively, with 45 shared unigenes showing changed expression both in the early and late stage of waterlogging stress (Fig. S2). Ten upregulated DEGs were annotated as encoding enzymes involved in phenylpropanoid biosynthesis. 

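The 4-coumarate-CoA ligase Cluster-8728.18814 had 0.24 and 0.12 CPM in the control samples, 3.24 and 6.39 CPM at 3 h, and 9.72 and 24.39 CPM at 27 h. Its log2 fold change was 4.70 at 3 h (standard error 0.62, adjusted p-value 0.09918) and 6.51 at 27 h (standard error 0.73, adjusted p-value 0.0425) in the quasi-likelihood test of edgeR. These correspond to 25.91-fold and 91.023-fold increases over a low control value. With the replicate block the log2 fold changes were 4.62 and 6.38, with adjusted p-values of 0.2252 and 0.1254 from edgeR, the pairing being taken from the labels. The value depended most on the pseudocount added to low values, since limma on log2(FPKM + 1) gave 2.04 and 3.41. All 5 unigenes named for the early stage were above both controls in both 3 h replicates, with log2 fold changes from 1.57 to 4.70. Among them, Cluster-8728.82713 rose from 0.6 and 0.72 CPM to 12.52 and 14.48 CPM, and Cluster-8728.109527 from 3.02 and 4.92 CPM to 10.03 and 13.4 CPM. At 27 h 4 of these 5 remained above both controls, and Cluster-8728.109527 overlapped them. The 6 unigenes named for the late stage were all above both controls at 27 h, with log2 fold changes from 1.19 to 6.51, and 2 of them were DEGs here. The paper names each set as DEGs of its stage, so the rise at that stage was part of the selection. At 3 h their log2 fold changes ranged from 0.41 to 4.70, and 4 of the 6 were above both controls in both replicates.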

Among them, five DEGs (Cluster-8728.18814, Cluster-8728.82713, Cluster-8728.82715, Cluster-8728.84811, Cluster-8728.109527) were involved in the early stage of waterlogging and six DEGs (Cluster-8728.90349, Cluster-8728.158848, Cluster-8728.18814, Cluster-8728.94869, Cluster-8728.117414, Cluster-8728.94871) were involved in the late stage of waterlogging, with one shared DEG annotated as 4-coumarate–CoA ligase-Cluster-8728.18814 showing 4.75- and 6.54-fold increased expression, respectively (Table S9). Phenylpropanoid biosynthesis is regulated by biotic and abiotic stimuli, and phenylpropanoid-based polymers such as lignin, suberin, and tannin contribute substantially to the stability and robustness of plants in the face of mechanical or environmental damage^33–35^. On the other hand, their downregulation suggested the harmful effects of waterlogging. There were 58 downregulated DEGs in the early stage of waterlogging and 176 downregulated DEGs in the late stage of waterlogging (Fig. S2).

Most of the ANPs identified were found to be enzymes of glycolysis or sugar-phosphate metabolism^8^. 

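Of the 18 unigenes that Table S3 lists under the glycolytic process, 18 were above both controls in both 3 h replicates, with log2 fold changes from 0.77 to 4.78 and a median of 2.47. In the quasi-likelihood test of edgeR their smallest adjusted p-value at 3 h was 0.09918 and 0 were DEGs. At 27 h, the same 18 were again above both controls in both replicates, with a median log2 fold change of 3.24, and 9 were DEGs. Of all unigenes listed in Table S3, 570 were tested at 27 h and 550 were above both controls, with a median of 2.34. Both times share the control samples, so 18 of 18 does not set glycolysis apart. Table S6 counts 55 upregulated unigenes under the glycolytic process at 27 h, and all 55 had both replicates above both controls, with 28 DEGs here. Tables S3 and S6 hold the paper's upregulated DEGs at 3 h and 27 h, so the separation at those times was part of the selection. The replicate block, paired by the labels, gave 0 DEGs among these unigenes at 3 h and at 27 h. The largest counts came from the exact test of edgeR, with 16 of the 18 at 3 h, as with DESeq2, and 54 of the 55 at 27 h. The KEGG enrichment was not tested here, since the assignment of unigenes to KEGG pathways is not in the files analysed here. From its KEGG enrichment, the paper concludes that glycolysis was enriched at the early stage and not at the late stage.

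**Figure D1:**
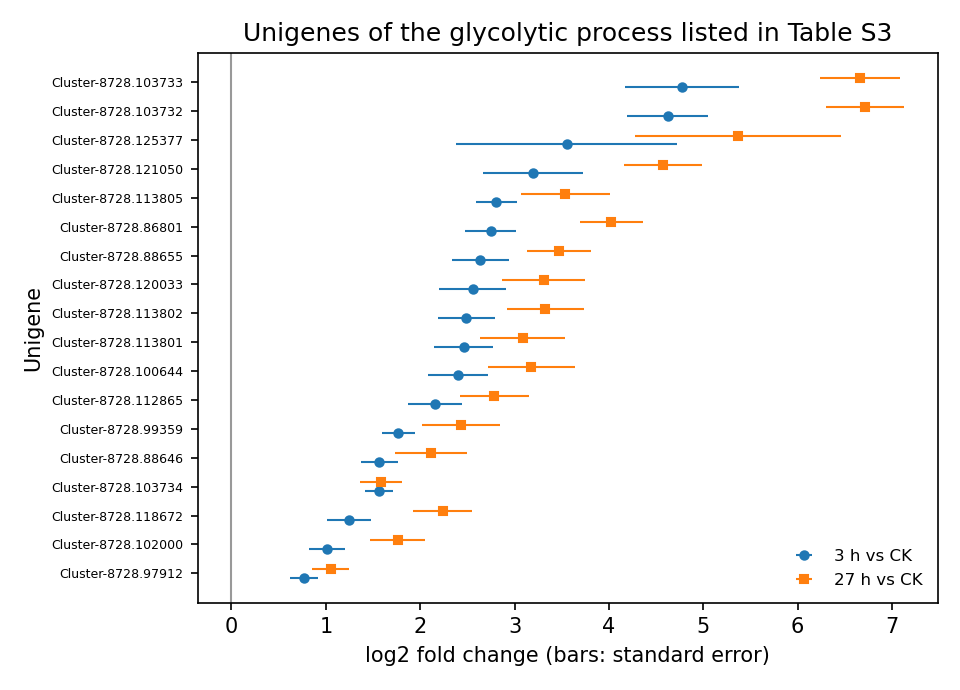
Log2 fold changes against CK of the 18 unigenes of the glycolytic process listed in Table S3, at 3 h (circles) and 27 h (squares). Bars give the standard error worked back from the quasi-likelihood test. All values are above 0 at both times, and the medians are 2.47 at 3 h and 3.24 at 27 h.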

There were 32 unigenes annotated as encoding enzymes involved in glycolysis/gluconeogenesis pathways in the early stage of waterlogging and no unigenes were significantly enriched in the late stage of waterlogging (Fig. 4, Tables S7 and S8). There were five DEGs annotated as encoding glucose-6-phosphate isomerase (GPI): Cluster-8728.113805, Cluster-8728.113801, Cluster-8728.113802, Cluster-8728.120033, and Cluster-8728.112865 had more than 2-fold increased expression. 

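Cluster-8728.113805 had the highest expression of the 5 GPI unigenes, with 65.11 ± 8.793 CPM (SD, n = 2) in CK, 453.9 ± 89.93 CPM (SD, n = 2) at 3 h and 753.9 ± 407 CPM (SD, n = 2) at 27 h. Its log2 fold change at 3 h was 2.81 (standard error 0.22, adjusted p-value 0.09918 from the quasi-likelihood test of edgeR). The log2 fold changes of the other GPI unigenes at 3 h were 2.56 for Cluster-8728.120033, 2.49 for Cluster-8728.113802, 2.46 for Cluster-8728.113801 and 2.16 for Cluster-8728.112865. Both 3 h replicates were above both controls for each of the 5. The paper names them as DEGs from the same samples, so this was part of the selection. In the fit with the replicate block, the log2 fold change of Cluster-8728.113805 at 3 h was 2.80 and the adjusted p-value 0.2252 (edgeR), with pairs taken from the labels. Without the second 3 h replicate the log2 fold change of Cluster-8728.112865 dropped to 1.75, the lowest value of the 5 unigenes under any alternative. Reads of near-identical unigenes can be divided between them, and the CPM summed over the 5 was 112.5 and 137.2 in CK, 632.4 and 909.5 at 3 h, and 818.7 and 1737 at 27 h.

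**Figure D2:**
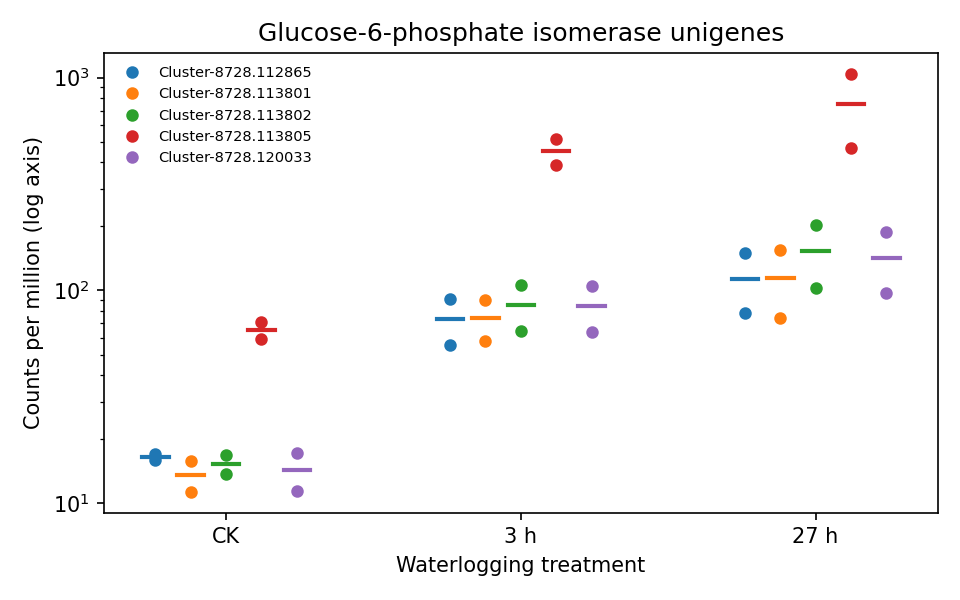
TMM-normalized CPM of the 5 glucose-6-phosphate isomerase unigenes in CK, at 3 h and at 27 h, on a log axis, with a point for each of the 2 replicates and a line for their mean. All points at 3 h and 27 h lie above the control points of the same unigene.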

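Transcript counts of the enzymes of the glycolytic chain were compared at 3 h, while enzyme activities are not in the files analysed here. The unigenes were taken from the paper's DEG lists at 3 h and 27 h, so their direction was partly fixed by that selection. All 11 unigenes named as pyruvate kinase were higher at 3 h, and 10 of them were above both controls in both replicates, with a median log2 fold change of 1.89. Cluster-8728.101239, the pyruvate kinase with the largest change, rose from 2.29 and 4.38 CPM to 50.2 and 139.69 CPM, a log2 fold change of 4.84 (standard error 0.68, adjusted p-value 0.09918 from edgeR). Of the 10 phosphofructokinase unigenes, 8 were above both controls in both replicates, and Cluster-8728.73430 was not changed, with a log2 fold change of -0.13 (standard error 0.33). Aldolase unigenes moved both ways, with 4 above and 6 below both controls among 11 tested. For glyceraldehyde-3-phosphate dehydrogenase only the printed part of Table S2 was searched, which gave Cluster-8728.99221. It rose with a log2 fold change of 4.68 (standard error 1.04), from 0.3 and 0 CPM to 3.08 and 4.95 CPM. The printed part of Table S2 holds DEGs of the paper at 3 h, so this rise was part of the selection. A unigene of such low counts cannot stand for the enzyme. Among the 8 phosphoglycerate mutase unigenes, 6 were above and 1 was below both controls. The phosphoglycerate mutase Cluster-8728.99359 rose from 339.92 and 364.03 CPM to 1057.43 and 1332.68 CPM. All 3 lactate dehydrogenase unigenes were above both controls, with a median log2 fold change of 2.41. No unigene of these enzymes was a DEG at 3 h in the quasi-likelihood test of edgeR, and 0 were with the replicate block paired by the labels. The log2 fold change of Cluster-8728.99221 moved most when the first control replicate was left out, to 9.28, because the other control had no counts. The paper states that activities rose in turn for phosphofructokinase, aldolase, glyceraldehyde-3-phosphate dehydrogenase, phosphoglycerate mutase and pyruvate kinase.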

The activities of the corresponding enzymes 6-phosphofructokinase (6-PFK), fructose-bisphosphate aldolase class I (FBA), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), phosphoglycerate mutase (PGAM), and pyruvate kinase (PDC) were in turn upregulated. Supporting our results, lactic acid fermentation is activated during the initial stages of root hypoxia in many plants. In gray poplar, lactate dehydrogenase transcripts increase as an initial reaction to O_2_ deprivation, whereas they decrease after approximately 5 h because of the decrease in cytosolic pH caused by lactic acid^36^. In plants, lactic acid fermentation is usually followed by alcoholic fermentation, which is the major fermentation process for plants. 

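The identifiers of 3 unigenes annotated as ADH are given in the supplementary tables, and all 3 were above both controls in both 3 h replicates. Cluster-8728.48798 and Cluster-8728.50594 were taken from the printed part of Table S2, which holds DEGs of the paper at 3 h. Their rise at 3 h was thus part of the selection. Cluster-8728.59970, the ADH unigene chosen for qRT-PCR, had 1.21 and 0 CPM in CK and 60.76 and 143.96 CPM at 3 h, a log2 fold change of 7.40 (standard error 1.12, adjusted p-value 0.102 from the quasi-likelihood test of edgeR). Cluster-8728.48798 had 0 and 0.9 CPM in CK and 67.92 and 134.2 CPM at 3 h, a log2 fold change of 7.80 (standard error 1.0, adjusted p-value 0.09918). Cluster-8728.50594 rose less, from 8.87 and 9.95 CPM to 45.85 and 55.77 CPM, a log2 fold change of 2.44 (standard error 0.18). In the fit with the replicate block, paired by the labels, the log2 fold changes of the 3 unigenes were 7.31, 7.97 and 2.43, and none was a DEG. Leaving out a control sample had the largest effect, since without the first control Cluster-8728.59970 had no control counts and its log2 fold change reached 13.95. The paper takes the upregulation of ADH as the activation of alcoholic fermentation.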

In our results, five upregulated DEGs were annotated as encoding alcohol dehydrogenase (ADH). The activation of alcoholic fermentation resulted in energy production in 3 h waterlogged *Sesbania cannabina* plantlets. 

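At 27 h, Cluster-8728.59970 had 120.37 and 318.14 CPM, a log2 fold change against CK of 8.50 (standard error 1.38, adjusted p-value 0.05572 from the quasi-likelihood test of edgeR). Cluster-8728.48798 had 137.3 and 236.98 CPM, a log2 fold change of 8.68 (standard error 1.16, adjusted p-value 0.04847). Cluster-8728.50594 had 236.54 and 539.08 CPM, a log2 fold change of 5.37 (standard error 0.52, adjusted p-value 0.03999). All 3 ADH unigenes were thus above both controls in both 27 h replicates, and 2 of them were DEGs. With the replicate block the log2 fold changes were 8.46, 8.94 and 5.26, and the adjusted p-values from edgeR were 0.1423, 0.1254 and 0.1254. The samples were paired by their labels. The 5 GPI unigenes named in the text had log2 fold changes at 27 h from 2.79 to 3.54, and 4 of them were DEGs. Without the first control, the log2 fold change of Cluster-8728.59970 at 27 h was 14.87, the largest shift.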

However, none of these DEGs showed changed expression in 27 h waterlogged plantlets.

**Figure 4:**
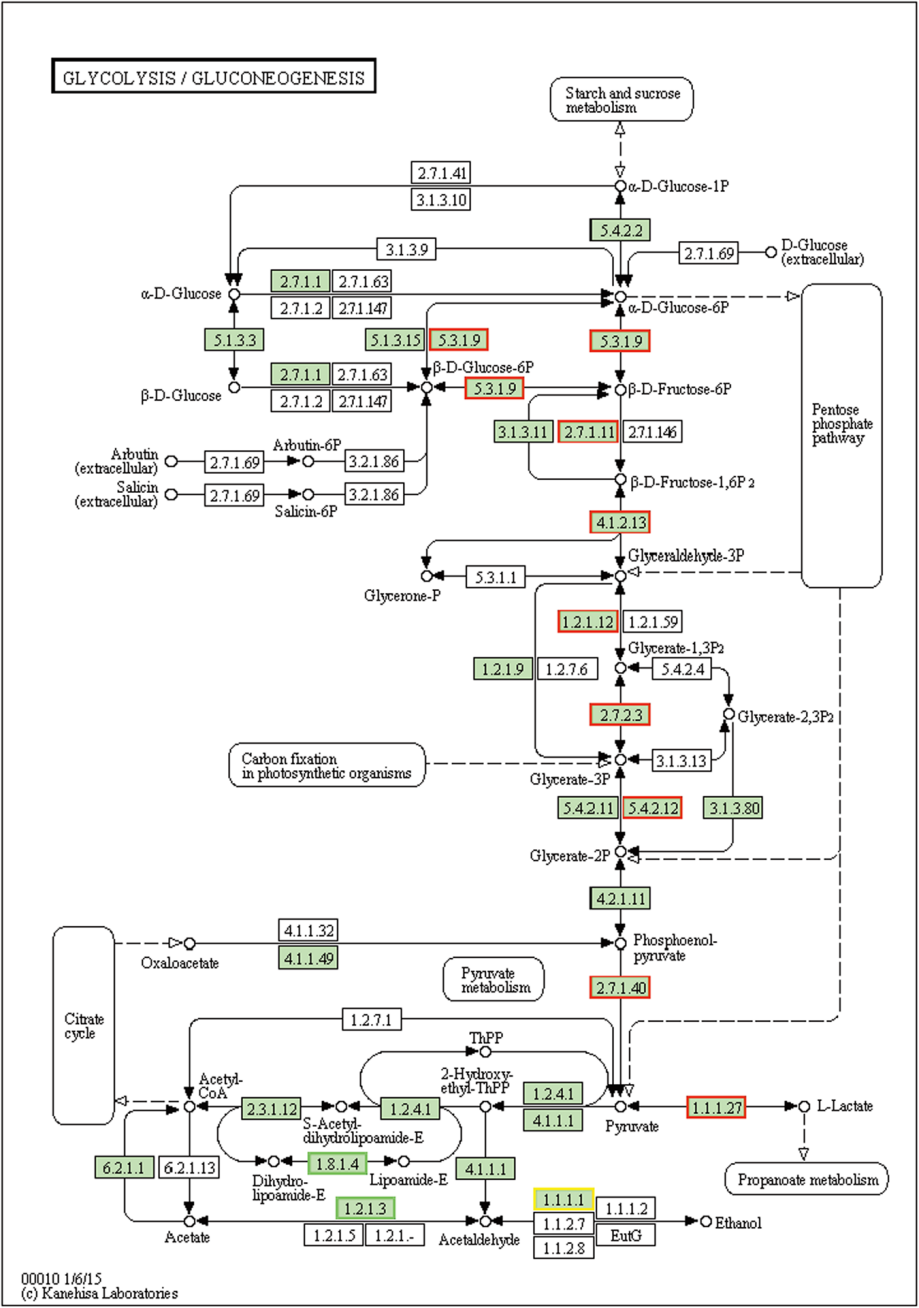
Unigenes predicted to be involved in the glycolysis pathway derived from KEGG database^61^. Red outline indicates significantly increased expression at 3 h compared with 0 h waterlogging treatment; green outline indicates significantly decreased expression; yellow outline indicates proteins encoded by both up-and down-regulated genes.

Since low oxygen induced TFs could mediate the expression of anaerobic responsive genes, we analyzed for TFs that were differentially regulated by both early and late stages of waterlogging. Total 176 waterlogging-regulated TFs were classified based on their assigned protein families in early stage, counted for 6.1% of the DEGs. Of these, 60 TFs were up-regulated and 116 TFs were downregulated (Fig. 5A; Table S10). Total 593 waterlogging-regulated TFs were classified in late stage, counted for 6.1% of the DEGs. Among them, 286 TFs were up-regulated and 307 TFs were down-regulated (Fig. 5B; Table S10). Genes belonging to the AP2-EREBP, WRKY, MYB and bHLH family represent most of the differentially expressed TFs. The bHLH family represented the highest number of significantly expressed TF in early stage of wterlogging, while ethylene response element binding protein (EREBP) represented the highest number of significantly expressed genes in late stage of waterlogging (Fig. 5).

**Figure 5:**
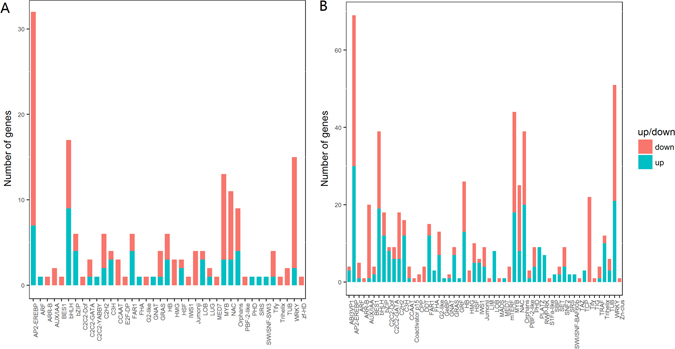
Class-wise counts of transcription factors identified in DEGs under waterlogging. (**A**) TFs (up- and down-regulated) were found in 3 h waterlogging. (**B**) TFs (up- and down-regulated) were found in 27 h waterlogging.

### Verification of RNA-Seq data by real-time quantitative RT-PCR

The differential expression of selected transcripts from RNA-Seq data was validated by real-time PCR analysis. The expression analysis was performed for selected genes belonging to the phenylpropanoid biosynthesis pathway, glycolysis pathway, and amino acid metabolism. In addition, WRKY20 and NAD(P)H dehydrogenase, which showed differential expression, were also selected randomly from the transcriptome dataset and validated by real-time PCR analysis. 

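The RNA-Seq values of the genes chosen for qRT-PCR (Table S11) are given here, and the qRT-PCR values are not in the files analysed here. WRKY20 (Cluster-8728.92583) fell from 107.8 ± 27.17 CPM (SD, n = 2) in CK to 29.4 ± 6.15 CPM (SD, n = 2) at 3 h and 0.3072 ± 0.4345 CPM (SD, n = 2) at 27 h. Its log2 fold change was -1.87 at 3 h (standard error 0.26) and -8.48 at 27 h (standard error 1.03). The gene listed as QR (Cluster-8728.104232) showed no change at 3 h, with a log2 fold change of 0.14 (standard error 0.26), and 0 and 2.15 CPM at 27 h against 19.19 and 17.44 CPM in CK. ALAAT1 (Cluster-8728.90878) had 0.6 and 0 CPM in CK, 273.27 and 329.2 CPM at 3 h, and 127.58 and 862.2 CPM at 27 h, so its 27 h replicates differed widely. POD (Cluster-8728.82713) had a log2 fold change of 4.34 at 3 h and 4.82 at 27 h, and PAO (Cluster-8728.82384) had 1.75 and 2.99. AK-HSDH (Cluster-8728.74364) had 1.97 and 3.44, and AAT (Cluster-8728.15515) had 1.5 and 3.12. The gene listed as PDC (Cluster-8728.125377), which the other tables name pyruvate kinase, had 3.55 and 5.37. CuAO1 (Cluster-8728.89282) was below the filter at 3 h, where the unfiltered fit gave 2.35 (standard error 1.36), and had 5.15 at 27 h. At 27 h the adjusted p-value from edgeR was 0.03612 for POD, 0.03764 for PAO, 0.04266 for AK-HSDH and 0.04452 for WRKY20. The replicate block, with pairs from the labels, raised the adjusted p-values (edgeR) of these 4 genes to 0.1254. Leaving out the second 27 h replicate, the only 27 h sample with counts of QR, moved QR most, from a log2 fold change of -4.11 to -11.3, and WRKY20 to -13.85. From the likeness of the RNA-Seq and qRT-PCR patterns, the paper concludes that its RNA-Seq results hold.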

A comparative analysis of all the selected genes showed that the expression patterns in real-time PCR analysis were similar to those observed in the RNA-Seq data (Fig. S3). The Pearson correlation coefficient was calculated by SPSS to assess the correlation between different platforms (Fig. S4). We observed a good concordance in the expression patterns of DEGs obtained by the RNA-Seq and qRT-PCR methods, as indicated by the correlation coefficient (0.942 and 0.933), confirming that our experimental results were valid.

## Discussion

### Effects on energy-consuming biosynthetic processes

Low oxygen conditions in plants shift metabolism from oxidative phosphorylation to anaerobic fermentation to maintain ATP production^2^. Our results supported the longstanding notion that waterlogging promotes anaerobic respiration, as observed by the upregulation of DEGs encoding enzymes involved in glycolysis and fermentation (Fig. 4). 

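The lactate dehydrogenase unigene Cluster-8728.90694, with the highest counts of the 3, had 44.11 ± 3.406 CPM (SD, n = 2) in CK, 214.8 ± 131.3 CPM (SD, n = 2) at 3 h and 651.9 ± 297.9 CPM (SD, n = 2) at 27 h. Its adjusted p-value was 0.1289 at 3 h and 0.04137 at 27 h in the quasi-likelihood test of edgeR, and it was 0.2256 and 0.1254 with the replicate block, paired by the labels. Across the groups of glycolysis and fermentation enzymes at 27 h, 12 of 12 GPI, 10 of 10 phosphofructokinase, 1 of 1 glyceraldehyde-3-phosphate dehydrogenase, 5 of 5 phosphoglycerate kinase and 7 of 8 phosphoglycerate mutase unigenes were above both controls in both replicates. The same held for 11 of 11 pyruvate kinase, 3 of 3 lactate dehydrogenase and 3 of 3 ADH unigenes. Most of these unigenes come from Table S6, the paper's upregulated DEGs at 27 h, including all 10 phosphofructokinase and all 5 phosphoglycerate kinase unigenes. For them the rise at 27 h was part of the selection. The glyceraldehyde-3-phosphate dehydrogenase unigene comes from the printed part of Table S2 alone. Aldolase unigenes, taken from lists of both directions, were divided, with 6 of 12 above and 5 below both controls. Upregulated DEGs numbered 7 for GPI, 4 for phosphofructokinase, 3 for aldolase, 0 for glyceraldehyde-3-phosphate dehydrogenase, 0 for phosphoglycerate kinase and 3 for phosphoglycerate mutase. They numbered 6 for pyruvate kinase, 2 for lactate dehydrogenase and 2 for ADH, and 1 aldolase unigene was a downregulated DEG. The log2 fold change of Cluster-8728.90694 at 27 h moved most, from 3.89 to 3.33, without the second 27 h replicate. The paper takes the upregulation of these enzymes (Fig. 4) as evidence of anaerobic respiration under waterlogging.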

On the other hand, plants can activate additional responses to low oxygen conditions, including the downregulation of energy consuming processes. In the present study, genes involved in the biosynthesis of carotenoids, flavonoids, phenylpropanoids, and fatty acid elongation were downregulated in the roots of waterlogged *S. cannabina* (Table S9). 

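The unigenes that the supplementary tables place in lignin and flavonoid biosynthesis were lower mainly at 27 h. All 4 lignin unigenes and the flavonoid unigene Cluster-8728.49787 come only from Table S5, the paper's downregulated DEGs at 27 h. Their fall at 27 h was therefore part of the selection, and they cannot show which time had the stronger decrease. All 4 lignin biosynthesis unigenes were below both controls in both 27 h replicates, with log2 fold changes from -4.45 to -2.1, while at 3 h 1 of the 4 was below both controls. Cluster-8728.77606, a 4-coumarate-CoA ligase of this group, had 72.71 and 81.76 CPM in CK, 122.68 and 41.78 CPM at 3 h, and 22.06 and 10.2 CPM at 27 h. Its 3 h replicates lay on both sides of the controls, with a log2 fold change of 0.09 (standard error 0.51), and at 27 h its log2 fold change was -2.25 (standard error 0.42, adjusted p-value 0.06426 from edgeR). The flavonoid biosynthesis unigene Cluster-8728.86729 had 21.6 and 24.58 CPM in CK. It fell to 13.64 and 8.23 CPM at 3 h and to 1.69 and 1.11 CPM at 27 h. Its log2 fold change at 27 h was -4.02 (standard error 0.3, adjusted p-value 0.03846 from edgeR). The other flavonoid unigene, Cluster-8728.49787, overlapped the controls at 3 h, with 12.58 and 2.83 CPM against 8.39 and 9.47 CPM in CK. Its log2 fold change at 27 h was -2.65 (standard error 0.73, adjusted p-value 0.103 from edgeR). With the replicate block the log2 fold change of Cluster-8728.86729 at 27 h was -4.04 and its adjusted p-value 0.1254 (edgeR), with pairs as labelled. The 3 h value of Cluster-8728.77606 moved to -0.87 without the first 3 h replicate. Unigenes of carotenoid biosynthesis and fatty acid elongation were not analysed here. From such genes, together with lower root carbohydrate and lower activities of starch synthesis enzymes, the paper concludes that the roots regulated their use and production of energy.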

These results, together with the finding that waterlogging resulted in a decrease in total root carbohydrate and activities of starch synthesis-related enzymes, ADP-glucose pyrophosphorylase (AGPase) and starch synthase (Fig. S5), led to the conclusion that *S. cannabina* roots responded to waterlogging by regulating energy consumption and production.

### Effects on carbon metabolism and amino acid metabolism

When plants lack circulatory system to transport oxygen produced by photosynthesis to heterotrophic roots, oxygen-dependent mitochondrial respiration in the root is greatly limited under waterlogging conditions. As verified by qRT-PCR, many genes including well-known hypoxic genes associated with glycolysis and fermentation (ADH and PDC) were induced in the early stage of waterlogging, which indicated that the glycolysis and fermentation pathway was activated to maintain ATP production under stress conditions. 

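In the RNA-Seq data, the 3 ADH unigenes had a median log2 fold change of 7.4 at 3 h, and the unigene used for the PDC primers, Cluster-8728.125377, had 0.6 and 0 CPM in CK and 2.87 and 4.32 CPM at 3 h. The log2 fold change of Cluster-8728.125377 was 3.55 (standard error 1.17, adjusted p-value 0.2262 from the quasi-likelihood test of edgeR), so this rise rests on few counts. It was 3.85 with an adjusted p-value of 0.3506 (edgeR) under the replicate block that pairs the samples by label. The estimate was 9.12 when the first control replicate, the only control with counts, was left out. From the induction of ADH and PDC, which it also measured by qRT-PCR, the paper concludes that glycolysis and fermentation were activated to maintain ATP production.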

As a result, the demand for carbohydrates increased and carbon metabolism significantly increased in waterlogged *S. cannabina* roots. Under hypoxic conditions, the acceleration of carbon metabolism is critical for plant survival^37, 38^. The switch from mitochondrial respiration to fermentation is likely to strongly affect energy and carbon metabolism. The up-regulated expression of genes coding for the glycolytic pathway enzymes under waterlogging treatment can be considered an adaptive response of *S. cannabina* to flooding stress. Consistent with our results, glycolytic enzymes are key factors in the early response to flooding in soybean^39, 40^.

In a comparison of transcriptome responses to low-oxygen in *Arabidopsis*, cotton, and poplar, amino acid metabolism changes were common among the three dicotyledonous species, although there was almost no overlap between specific processes^41^. Waterlogging also led to considerable changes in the levels of amino acids in *S. cannabina* roots (Table S9). 

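For cysteine metabolism, the 6 unigenes named as cysteine synthase were all above both controls in both 3 h replicates, with log2 fold changes from 1.54 to 7.84 and a median of 3.42. All 6 come from Tables S2 and S3, which give DEGs of the paper at 3 h, so their rise was part of the selection. Cluster-8728.100828 rose from 7.97 and 8.03 CPM in CK to 64.47 and 77.49 CPM at 3 h, a log2 fold change of 3.15 (standard error 0.18, adjusted p-value 0.09918 from the quasi-likelihood test of edgeR). Among the transaminases, which also come from the paper's DEG lists, 8 of the 9 tested were above and 1 was below both controls at 3 h. Their median log2 fold change was 1.99. Cluster-8728.90904 shows how far replicates can differ, with 71.45 and 74.33 CPM in CK and 76.94 and 498.57 CPM at 3 h. The genes listed as PAO and CuAO1 among the qRT-PCR genes had log2 fold changes at 3 h of 1.75 (standard error 0.22) and 2.35 (standard error 1.36, unfiltered fit). None of these unigenes was a DEG at 3 h, and the replicate block, paired by the labels, left the log2 fold change of Cluster-8728.100828 at 3.15 with an adjusted p-value of 0.2252 (edgeR). The alternative with the largest effect on Cluster-8728.90904 was leaving out the second 3 h replicate, which lowered its log2 fold change from 1.99 to 0.08.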

In response to the 3 h waterlogging treatment, genes involved in cysteine and methionine metabolism, tyrosine metabolism, beta-alanine metabolism, arginine and proline metabolism, and glycine, serine, and threonine metabolism were upregulated. With the exception of tyrosine, genes involved in the metabolism of these amino acids were also upregulated in the 27 h waterlogging group. 

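At 27 h, all 6 cysteine synthase unigenes were again above both controls in both replicates, with a median log2 fold change of 4.27, and 5 of them were DEGs in the quasi-likelihood test of edgeR. All but Cluster-8728.86668 are also in Table S6, the paper's upregulated DEGs at 27 h, so their rise was part of the selection. Cluster-8728.107259 rose from 0.48 and 0.84 CPM in CK to 48.39 and 113.91 CPM, a log2 fold change of 6.93 (standard error 0.65, adjusted p-value 0.03999). Of the 10 transaminases tested at 27 h, taken from the paper's DEG lists, 9 were above and 1 was below both controls, with 5 DEGs up and 1 down. Cluster-8728.90904 had 657.94 and 617.73 CPM at 27 h, a log2 fold change of 3.14 (standard error 0.17, adjusted p-value 0.03612). With the replicate block these 2 unigenes had log2 fold changes of 6.88 and 3.14 and an adjusted p-value of 0.1254 (edgeR), the pairs being those of the labels. On the scale of log2(FPKM + 1), limma gave Cluster-8728.107259 the value furthest from the main fit, 4.59. Unigenes of tyrosine metabolism were not analysed here.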

Kreuzwieser *et al*. proposed that hypoxia inhibits the TCA cycle and activates the glycolysis and fermentation pathways, resulting in the accumulation of amino acids closely derived from glycolysis intermediates^34^. As seen also in Arabidopsis^42^, most of the accumulating amino acids were closely derived from either pyruvate (e.g. alanine) or intermediates of glycolysis (e.g. glycine, serine, threonine), while the decreasing amino acids (e.g. glutamine, glutamic acid, asparagine, aspartic acid) were mostly derived from TCA cycle intermediates. The block in aerobic respiration caused by waterlogging may led to a decrease in flux into the TCA cycle (due to an accumulation of NADH and depletion of NAD^+^ in the mitochondrial matrix), resulting in a redirection of glycolytic carbon into glycolytic intermediate-derived amino acids and a decrease of flux out of the mitochondria into TCA cycle intermediate-derived amino acids^34^.

### Responses of transcription factors

Currently, the known transcription factors that respond to waterlogging stress are basic leucine zipper (bZIP)^43^, NAC family^44^, WRKY^45^, MYB^46^, ETHYLENE RESPONSE FACTOR (ERF), and basic helix-loop-helix (bHLH)^47, 48^ factors. These transcription factors control the expression of their target genes, which determines the waterlogging tolerance of plants. The MYB transcription factors regulate the expression profiles of a large number of stress-responsive genes, which are the so-called target genes. For instance, overexpression of *OsMYB2*, a rice MYB gene, activates proline synthetase and transporter genes as well as other stress-related genes^49–52^. The present study showed similar findings. In the KOG analysis (Fig. 1), 5.78% (3358) of the total transcripts were predicted to be related to transcription, indicating that waterlogging stress induced high transcriptional activity. Further illustrating the active responses of the transcription factors is under our experimental sets.

## Conclusion

In the present study, high-throughput RNA-sequencing technology was used to analyze differential gene expression profiles of *S. cannabina* roots subjected to short-(3 h) and long- (27 h) term waterlogging stress. The expression of 2719 and 9738 DEGs was reprogrammed by short and long exposure to waterlogging, respectively (Fig. S6). Transcript comparison in *S. cannabina* under short and long term waterlogging conditions using NGS technology shed light on the molecular basis of the responses of this waterlogging-tolerant legume. Under hypoxic stress conditions, the glycolysis and fermentation pathway was activated to produce ATP. A series of energy-consuming biosynthetic processes were dramatically repressed in response to short and long term waterlogging, whereas amino acid metabolism was induced to help maintain ATP. The assembled transcript sequences and comparison analysis with public transcriptome data revealed the key genes and metabolic pathways playing important roles in waterlogging tolerance. The present study provides a foundation for future studies on *S. cannabina* at the cellular and genomic levels.

## Methods

### Plant material and treatments

Seeds of *S. cannabina* (Retz.) *Pers*. (Shandong Academy of Agricultural Sciences, China) from a single population were sterilized in 10% hydrogen peroxide for 10 min and rinsed several times with distilled water before use, then germinated at 28 °C for 48 h and sown (thinned to three uniform seedlings after germination) in a single 2-Liter pot containing autoclaved zonolite, arranged randomly in a greenhouse with day/night temperatures of 30/22 °C, 60% ± 2% relative humidity, and a photoperiod of 14/10 h light/dark. The photon flux density was approximately 800 μmol m^−2^ s^−1^. Hoagland solution was supplied regularly and the pots were weighed every week to adjust the water content. The same conditions were used for the treatments. The pots were placed in watertight containers and filled with room temperature water maintaining a water level above the soil surface as the treatment. Untreated plantlets were placed in the same container as the control. Thirty day-old plantlets were used for waterlogging treatment. The 27 h sample was waterlogged first, after 24 hours, the 3 h sample was treated, when the treatment was all done, all samples from three treatments (0 h, 3 h, and 27 h) for RNA isolation were harvested at same time point, snap frozen in liquid nitrogen and stored at −80 °C.

### RNA isolation, cDNA library construction, and sequencing

Root samples from 3 seedlings were pooled for a single biological replicate; total RNA from 2 biological replicates was isolated using TRIzol (Invitrogen, USA) following the manufacturer’s instructions. RNA was checked on 1% agarose gels to avoid possible degradation and contamination, and was then examined by a Nano Photometer spectrophotometer (IMPLEN, CA, USA) for RNA purity. Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies, CA, USA) was used to measure RNA concentration, and RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) was used to evaluate RNA integrity. Only RNA samples that passed the quality tests were chosen for RNA-Seq analyses.

RNA-Seq library construction was performed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, USA) following manufacturer’s instructions. Four index codes were added to assign sequences for each sample. In brief, mRNA was purified from 3 μg total RNA using poly-T oligo-attached magnetic beads (Life technologies, CA, USA), and then fragmented using divalent cations under elevated temperature in the NEB proprietary fragmentation buffer. Double-stranded cDNAs were synthesized using random hexamers and M-MuLV Reverse Transcriptase (RNase H^−^), followed by DNA Polymerase I and RNase H. After adenylation of the 3′ ends of DNA fragments, Illumina PE adapter oligonucleotides were ligated to prepare for hybridization. To select cDNA fragments of the preferred 200 bp in length, the library fragments were purified using an AMPure XP system (Beckman Coulter, Beverly, CA, USA). cDNA fragments with ligated adaptor molecules on both ends were selectively enriched using Illumina PCR Primer Cocktail in a 12-cycle PCR reaction. The products were purified (AMPure XP system) and quantified using the Agilent high-sensitivity DNA assay on the Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. RNA-seq libraries were sequenced on an Illumina HiSeq. 4000 platform to generate 150 bp paird-ended (PE) reads. This procedure was carried out by Novogene Bioinformatics Technology Co. Ltd (Tianjing, China).

### *De novo* transcriptome assembly and annotation

Raw reads were pre-processed to remove low quality regions and adapter sequences using NGS QC Toolkit (v2.3)^53^. At the same time, Q20, Q30, GC-content, and the sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality. Transcriptome assembly was achieved using Trinity^54^ with min_kmer_cov set to 2 by default and all other parameters set to default. Gene function was annotated based on the following seven databases, Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences) and Swiss-Prot (a manually annotated and reviewed protein sequence database) using NCBI blast 2.2.28 + software with a cutoff E-value of 10^−5^; KOG/COG (Clusters of Orthologous Groups of proteins) using NCBI blast 2.2.28^+^ software with a cutoff E-value of 10^−3^; KO (KEGG Ortholog database) using KAAS, KEGG Automatic Annotation Server with a cutoff E-value of 10^−10^; Pfam (Protein family) using HMMER 3.0 package with a cutoff E-value of 0.01; and GO (Gene Ontology) annotation was performed by using Blast2GO software with a cutoff E-value of 10^−6^.

### Differential expression analysis

Gene expression levels were estimated by RSEM^55^ for each sample as follows: firstly, clean data were mapped back onto the assembled transcriptome by bowtie2 using default settings (mismatch 0). Then, the read count for each gene was obtained from the mapping results and normalized to fragments per kilo base of transcript sequence per millions base pairs sequenced is recommended for paired-end reads (FPKM). Differential expression analysis of two treatments was performed using the DESeq^56^ R package (1.10.1). The resulting P values were adjusted using the Benjamini’s approach^57^ for controlling the false discovery rate. FDR adjusted P < 0.05 and absolute value of log_2_ ratio >1 were set as the threshold for significance of gene expression differences between treatments. GO enrichment analysis of DEGs was implemented by the GOseq R package based on Wallenius non-central hyper-geometric distribution^58^, which can adjust for gene length bias in DEGs. KOBAS^59^ software was used to test the statistical enrichment of DEGs in KEGG pathways.

### Quantitative real-time PCR

The expression patterns of 12 genes involved in phenylpropanoid biosynthesis, glycolysis pathway, and amino acid metabolism were analyzed using qRT-PCR. Three independent biological replicates of root tissue were used for RNA extraction for qRT-PCR assays. The reverse transcription reactions were carried out by GoScript™ Reverse Transcription System (Promega, USA). Gene-specific primers were designed according to the reference unigene sequences using Primer Premier 5.0 (Table S11). All reactions were performed on an iCycler iQ real-time PCR detection system (BIO-RAD) with three technical replicates. Each reaction was performed in a total volume of 20 μl including 0.2 μM primer pairs, 2 μl diluted cDNA, and 10 μl 2× SYBR Green PCR Master Mix (TaKaRa Bio Inc., Dalian, China). The amplification reactions were incubated at 95 °C for 30 s, followed by 40 cycles of 95 °C for 5 s, 58 °C for 15 s, and 72 °C for 20 s. *S. cannabina* actin and tubulin gene were used as normalizer (Table S11), and relative gene expression levels were calculated using the 2^−△△*C*t^ method.

### Carbohydrate content analysis

Frozen root tissue (100 mg) was used to quantify the total carbohydrate content using a method described by Juntawong *et al*.^1^, with three replicates for each sample. Non-structural carbohydrates were extracted and hydrolyzed by adding 3 ml of 3 M HCl and incubated in a boiling water bath for 3 h. The extract was neutralized by Na_2_CO_3_. The anthrone method was used to determine total carbohydrate content relative to a standard series of glucose. In brief, the extract (200 μl) and distilled water (300 μl) were mixed with 2 ml of 0.14% (w/v) anthrone solution in 95% H_2_SO_4_, incubated in a boiling water bath for 8 min, and rapidly cooled on ice. The absorbance was quantified at 630 nm.

### Assay of activities of the enzymes

The crude extracts of AGPase or starch synthase were prepared according to Nakamura *et al*.^60^ with modifications. In brief, 0.3 g of root tissues was homogenised on ice in a 1 ml pre-cooled solution composed of 100 mM Hepes-NaOH at pH 7.4, 5 mM MgCl_2_, 3 mM EDTA, 12.5% (v/v) glycerol, 5% (v/v) polyvinylpyrrolidone, and 50 mM β-mercaptoethanol. The homogenate was centrifuged at 4 °C at 12,000 × g for 5 min. The supernatant was collected for AGPase or starch synthase activities analysis. For AGPase activity, a 30 μl aliquot of the crude enzyme extract was mixed well with 110 μl reaction solution comprising 100 mM Hepes-NaOH at pH 7.4, 5 mM MgCl_2_, 3 mM pyrophosphoric acid, 4 mM dithiothreitol (DTT) and 1.2 mM adenosine diphosphate glucose (ADPG), incubate in a 30 °C water bath for 20 min, then terminated by treatment for 30 s in a boiling water. The reaction solution was cooled rapidly in an ice-water, and then centrifuged for 10 min at 10,000 × *g* at 4 °C. A 100 μl aliquot of the supernatant was added to 5.2 μl solution composed of 5.76 mM nicotinamide adenine dinucleotide phosphate (NADP), 0.07 U glucose-6-P-dehydrogenase and 0.08 U β-glucomutase, incubate in a 30 °C water bath for 10 min, terminated by treatment for 30 s in a boiling water. A control was conducted in parallel in the reaction system composed of a 20 μl aliquot of the crude enzyme extract and the sterile deionised water to correct the background glucose release. The OD_340 nm_ in the reaction solution were measured and normalized by OD_340 nm_ resulting from the control. The enzyme activity was then estimated with normalized OD_340 nm_ in the reaction solution against the standard concentration curve established at 340 nm with a series of 100 mM Hepes-NaOH solutions with gradient concentrations of NADPH. Each reaction was replicated 3 times.

To examine starch synthase activity, a 20 μl aliquot of the enzyme extract was mixed with 40 μl solution composed of 50 mM Hepes-NaOH at pH 7.4, 15 mM DTT, 0.7 mg amylopectin and 1.6 mM ADPG, incubate 20 min, then in a 100 °C water bath, and cooled rapidly in an ice-water bath. It was further mixed with a 20 μl solution containing 50 mM Hepes-NaOH at pH 7.4, 1.2 U pyruvate kinase, 4 mM phosphoenolpyruvate, 10 mM MgC1_2_ and 200 mM KCl, incubate 20 min, terminated by 100 °C water bath. It was immediately cooled in an ice-water bath, and then centrifuged at 10,000 × *g* at 4 °C for 10 min. A 60 μl aliquot of the supernatant was mixed with 40 μl solution containing 50 mM Hepes-NaOH at pH 7.4, 2 mM NADP, 10 mM glucose, 0.35 U glucose-6-P dehydrogenase, 1.4 U hexokinase and 20 mM MgCl_2_, incubated for 10 min. The starch synthase activity was then determined with the OD_340 nm_ in the reaction solution against a standard concentration curve established with gradient concentrations of NADPH at 340 nm. Each reaction was replicated 3 times.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Table S11

How the deposited data were processed for this re-analysis (not part of the article)

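RNA-Seq values of 6 root samples of Sesbania cannabina were analysed, 2 each from control (CK), 3 h and 27 h waterlogged seedlings, with the roots of 3 seedlings of 30 days pooled per sample. The deposited estimated counts are RSEM read counts per unigene, which the authors made by mapping clean reads with bowtie2 to their own Trinity assembly of 213990 unigenes, and they are not normalized. The deposited FPKM values were derived by the authors from those counts by unigene length and library size. The sample titles, the design text and Table 1 of the paper gave the condition of each sample. No reference genome was used, and unigene names came only from the text and from Tables S2 to S6 and S11.

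The total estimated count per sample lay between 15595625 and 22065730, and the fragments counted were 70.9% to 72.9% of the clean read pairs that the paper lists. The chi-square per degree of freedom between 2 replicates was 6.058 in CK, 15.56 at 3 h and 17.38 at 27 h, so replicates differed by more than sampling noise at this depth. The Q30 values of Table 1 were lowest in both 27 h samples, and a difference between sequencing batches cannot be told apart from that treatment.

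Counts were rounded and the 3 pairs of groups were compared separately with edgeR 4.0.16 in R 4.3.3. The settings were filterByExpr, TMM normalization, glmQLFit without the robust option, the quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p-value below 0.05 and an absolute log2 fold change above 1. Each standard error is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. It was worked back from the test and is not a separate estimate of the spread. Correlations between samples used log2 CPM with a prior count of 2. Overlaps of DEG sets were counted among unigenes tested in both comparisons. An exact test of 2 samples against 2 has a smallest p-value of 0.3333. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

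The rule for unigenes named in the text was written before the files were read. It takes every unigene the paper or Table S11 names by identifier, at most 3 of smallest adjusted p-value per enzyme group in each comparison from the supplementary tables, and the 5 DEGs of smallest adjusted p-value with a name in Table S2 in each comparison with CK. A unigene below the filter is given with the value of the unfiltered fit. The tables of GO terms print about 20 identifiers per term, so sets of a term are partial, and they are the authors' own DEGs.

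The tests were checked on simulated data with 200 changed unigenes of log2 fold change 2. These were drawn from unigenes with a mean count of at least 50, and all others were unchanged. With a set dispersion of 0.1 the quasi-likelihood test recovered 36.5% with 0 false calls, the exact test of edgeR 47.5% with 0, DESeq2 59.5% with 11, limma 43% with 0 and the DESeq-style test 21.5% with 0. With the dispersions estimated from the samples the values were 32% with 23 false calls, 76% with 312, 74.5% with 235, 52.5% with 36 and 63.5% with 123. The recovery of the main test was therefore low with 2 replicates in these settings, which do not cover unigenes of lower counts.

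The alternatives written before the files were read were no filter, RLE normalization, DESeq2 1.42.0, the exact test of edgeR, all 6 samples in 1 fit, the replicate number as a replicate block, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), each sample left out in turn, and the adjusted p-value alone. For the correlations they were Spearman, a prior count of 0.5 and no filter. The version of DESeq that the paper used was not installed. After the results were seen, 7 forms of a test written in the style of DESeq and the robust option of the quasi-likelihood fit were added. The 7 forms were tried on the comparison of 3 h with CK with the DEG counts and the p-values of the paper in view. Of the 7, 5 were run after a decision to stop adding forms had been noted. All 7 are reported for 3 h, with DEG counts from 0 to 6665, and none replaced the main fit. Only the pooled maximum form was carried on to the other comparisons, after its count at 3 h had been seen, which was a selection. The other 6 forms were not run there. None of the 7 is presented as the method of the paper.

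Enrichment in GO terms and KEGG pathways, transcription factor families and qRT-PCR values were not analysed here, because the annotation of all unigenes and the qRT-PCR values are not in the files analysed here.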

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

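The main fits, the replicate block, the filters, tests, units and left-out samples were set before the processed files arrived. The 7 DESeq-style forms and the robust option were chosen after the data were seen. Of 157 results, 13 were the same under every alternative, and of the 18 counts and correlations that answer a comparison, 0 were. Across all 1884 rows, 1328 were the same, 191 weaker, 351 stronger and 14 reversed.

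At 3 h the main fit gave 0 DEGs. DESeq2 gave 4200 (2021 up, 2179 down), the exact test of edgeR 6286 (2920 up, 3366 down), limma on log2(FPKM + 1) 774 (356 up, 418 down) and limma on log2(FPKM + 0.1) 48 (43 up, 5 down). These tests estimate the spread of a unigene by borrowing more from other unigenes, or on another scale, which could lower p-values with 2 replicates. No filter, RLE normalization, all 6 samples in 1 fit, the replicate block, the adjusted p-value alone and the robust option gave 0. The 7 DESeq-style forms, tried with the DEG counts of the paper in view, gave from 0 to 6665 DEGs at 3 h. They were 0 (blind maximum), 2053 (per-condition maximum; 920 up, 1133 down), 2054 (all 6 samples; 1000 up, 1054 down), 2830 (per-condition fit-only; 1220 up, 1610 down), 3076 (pooled maximum; 1179 up, 1897 down), 3457 (blind fit-only; 2089 up, 1368 down) and 6665 (pooled fit-only; 3536 up, 3129 down). None of them replaced the main fit, and only the pooled maximum form was carried on to the other comparisons, after its count at 3 h had been seen.

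At 27 h the main fit gave 2809 DEGs (1788 up, 1021 down). No filter and the replicate block each gave 0 (0 up, 0 down). DESeq2 gave 11739 (6204 up, 5535 down), the exact test 17081 (9049 up, 8032 down), all 6 samples in 1 fit 6189 (3607 up, 2582 down), limma on log2(FPKM + 1) 11205 (4815 up, 6390 down), limma on log2(FPKM + 0.1) 7984 (3910 up, 4074 down) and the pooled maximum form, added later, 11872 (5002 up, 6870 down). Without a filter, 193556 unigenes entered the adjustment, which could raise the adjusted p-values, and the block leaves fewer degrees of freedom.

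Between 3 h and 27 h the main fit gave 0, DESeq2 1164, the exact test 1797 and the pooled maximum form 641. For DEGs shared by both times, 0 up and 0 down in the main fit, DESeq2 gave 1559 up and 1320 down, the exact test 2177 and 1935, limma on log2(FPKM + 1) 302 and 316, limma on log2(FPKM + 0.1) 43 and 5, and the pooled maximum form 660 and 1439.

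Of the listed glycolytic unigenes, 0 of 18 were up at 3 h in the main fit, against 16 with DESeq2, 16 with the exact test and 9 with limma on log2(FPKM + 1). At 27 h, 28 of 55 were up, against 0 with no filter, 0 with the replicate block, 53 with DESeq2, 54 with the exact test and 47 and 45 with limma on log2(FPKM + 1) and log2(FPKM + 0.1). Of the cellulose synthase unigenes, 0 of 24 were down at 3 h, against 23 with DESeq2, 23 with the exact test and 3 with limma on log2(FPKM + 1). At 27 h, 10 of 36 were down, against 0 with no filter, 0 with the replicate block, 25 with DESeq2, 25 with the exact test, 16 with all 6 samples and 24 with limma on log2(FPKM + 1).

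Of the 631 unigenes listed as up at 3 h, 0 were called in the main fit, 542 with DESeq2, 542 with the exact test, 149 with limma on log2(FPKM + 1) and 19 on log2(FPKM + 0.1). Of the 1084 listed as down, the counts were 0, 908, 932, 198 and 3. Of the 1682 listed as up at 27 h, 716 were called in the main fit, 0 with no filter, 0 with the replicate block, 1584 with DESeq2, 1600 with the exact test, 1130 with all 6 samples and 1212 and 1097 with the 2 limma fits. Of the 2466 listed as down, the counts in the same order were 407, 0, 0, 1956, 1938, 894, 1616 and 1049. The mean replicate correlation of 0.8682 became 0.8072 with a prior count of 0.5 and 0.899 with no filter.

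Across the 4 fits that each left out 1 sample, DEGs at 3 h ranged from 0 to 2436 (up 0 to 1185, down 0 to 1251) and at 27 h from 0 to 22183 (up 0 to 8272, down 0 to 13911). Between 3 h and 27 h the range was 0 to 0. Over 6 fits, shared DEGs ranged from 0 to 725 up and 0 to 310 down. Glycolytic unigenes ranged from 0 to 14 at 3 h and 0 to 51 at 27 h, and cellulose synthase unigenes from 0 to 16 and 0 to 36. Listed unigenes called at 3 h ranged from 0 to 272 up and 0 to 582 down, and at 27 h from 0 to 1489 up and 0 to 2404 down. A fit without 1 sample has a single sample in 1 group, so the spread comes from the other group alone.

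The direction of 9 single unigenes at 3 h reversed in some fit. Across the fits without 1 sample, the log2 fold change of Cluster-8728.104232 ranged from -0.2125 to 0.433, of Cluster-8728.107860 from -0.494 to 1.079, of Cluster-8728.112066 from -1.0451 to 0.4578, of Cluster-8728.112067 from -0.386 to 0.6095, of Cluster-8728.49787 from -1.6392 to 0.4936, of Cluster-8728.73430 from -0.622 to 0.2387, of Cluster-8728.77606 from -0.8718 to 0.6674, of Cluster-8728.94869 from -0.0024 to 1.0361 and of Cluster-8728.94871 from -0.3327 to 0.9037. For Cluster-8728.77606, 0.0899 in the main fit, the replicate block gave -0.0993, limma on log2(FPKM + 1) -0.1241 and limma on log2(FPKM + 0.1) -0.1333. With 2 replicates and 91130 tested unigenes at 3 h, the number of DEGs depended on the test, from 0 in the main fit to 4200 with DESeq2 and 6286 with the exact test on the same samples.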

Differences from the paper's values

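The main fit gave 0 DEGs at 3 h against the paper's 2719. Of the alternatives set before the files arrived, leaving out the first 3 h replicate gave 2436, within 1.5 times the paper's value. DESeq2 with 4200 and the exact test of edgeR with 6286 lay above that range and the others below it. For upregulated DEGs at 3 h, 0 here against the paper's 970, the same fit gave 1185 and no other alternative set in advance came within 1.5 times. For downregulated DEGs at 3 h, 0 here against the paper's 1749, DESeq2 gave 2179 and the fit without the first 3 h replicate 1251, within 1.5 times. The exact test of edgeR exceeded it by more than that, with 3366, and the other alternatives set in advance were below that range.

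At 27 h the main fit gave 2809 DEGs against the paper's 9738. DESeq2 gave 11739, limma on log2(FPKM + 1) 11205, limma on log2(FPKM + 0.1) 7984 and the fit without the second 27 h replicate 7299, and the other alternatives set in advance remained apart. For upregulated DEGs, 1788 here against the paper's 4171, the values within 1.5 times were 6204 with DESeq2, 3607 with all 6 samples in 1 fit, 4815 and 3910 with the 2 limma fits and 3226 without the second 27 h replicate. For downregulated DEGs, 1021 here against the paper's 5567, they were 5535 with DESeq2, 8032 with the exact test of edgeR, 6390 and 4074 with the 2 limma fits and 4073 without the second 27 h replicate. The remaining alternatives set in advance did not close these gaps.

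Between 3 h and 27 h the main fit gave 0 DEGs against the paper's about 450 in Fig. 2, read by eye, and no alternative set in advance came within 1.5 times. Shared upregulated DEGs were 0 against about 540 in Fig. 2, read by eye, and only the fit without the first 3 h replicate, with 725, came within 1.5 times. Shared downregulated DEGs were 0 against about 1400 in Fig. 2, read by eye, and DESeq2 with 1320 and the exact test with 1935 came within 1.5 times.

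Of 7 DESeq-style forms chosen after seeing the values, with DEG counts at 3 h from 0 to 6665, 5 came within 1.5 times the paper's 2719, with 2053, 2054, 2830, 3076 and 3457, and 2 did not, with 0 and 6665. For the paper's 970 upregulated DEGs, 920, 1000, 1179 and 1220 came within 1.5 times under these forms chosen after seeing the values, and 0, 2089 and 3536 did not. For the paper's 1749 downregulated DEGs, 1368, 1610 and 1897 did under these forms chosen after seeing the values, and 0, 1054, 1133 and 3129 did not. The pooled maximum form, also chosen after seeing the values, gave 11872 DEGs at 27 h (5002 up, 6870 down), 641 between 3 h and 27 h, and 660 shared up and 1439 shared down, each within 1.5 times. It was the only form carried on to these comparisons, after its count at 3 h had been seen, and the other 6 were not run there, so these values are those of a selected form. The robust option, chosen after seeing the values, gave 0 DEGs at 3 h and 2667 at 27 h (1688 up, 979 down), outside 1.5 times. With so many forms tried against known counts, a close count does not single out any of them.

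For Cluster-8728.18814 the fold change was 25.91 at 3 h against the paper's 4.75, and 91.023 at 27 h against the paper's 6.54. Limma on log2(FPKM + 1) gave 4.118 at 3 h and limma on log2(FPKM + 0.1) gave 15.494, and at 27 h they gave 10.636 and 45.94. Of these, only 4.118 was within 1.5 times the paper's value. The other 3 lay within the SD between replicates, which was wide, and were not near the paper's values. The other alternatives set in advance met neither condition. On the log2 scale the main fit gave 4.70 at 3 h and 6.51 at 27 h, close to the 2 numbers that the paper prints as fold increases.

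The paper states that the alcohol dehydrogenase DEGs were unchanged at 27 h. Here the 3 alcohol dehydrogenase unigenes that its tables name had log2 fold changes at 27 h from 5.37 to 8.68, and the 5 glucose-6-phosphate isomerase unigenes named before that statement had 2.79 to 3.54. The paper gives a fold threshold for its DEGs. Of the unigenes its tables list, 65 of 631 listed as up at 3 h, 95 of 1084 as down at 3 h, 30 of 1682 as up at 27 h and 101 of 2466 as down at 27 h had an absolute log2 fold change at or below 1 here, with 62, 97, 33 and 88 under RLE normalization.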

Other observations

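A set of 2124 unigenes had a count of 0 in 1 replicate and at least 50 in the other, 488 in CK, 779 at 3 h and 857 at 27 h. Poisson sampling at the mean of the replicates predicts 5.592e-12 such unigenes, so sampling depth was excluded as an explanation, with a prediction written after the result was seen. If reads are split between near-identical contigs, such unigenes with adjacent identifiers should switch in opposite directions, a prediction written before that test. Of 37 adjacent pairs, 28 (75.68%) did, against a mean of 17.74 in 100000 shuffles (permutation test, p = 0.00058). A split of reads between near-identical contigs may therefore account for a part of the set. Differences in alleles between the pooled seedlings would give the same picture and cannot be told apart from it, and only 37 pairs could be tested. No biological explanation was tested.

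The first 27 h sample had a correlation of 0.8607 with the second 3 h sample and 0.848 with the other 27 h sample. A mislabelled sample is a possible explanation. Among the 15 ways to pair the 6 samples, the labelled pairing had rank 1 by mean correlation, 0.8682 against 0.8562 for the next, with a prediction written after the result was seen. Noise of low counts was a second explanation, with a prediction written before the test. Among 28401 unigenes with a mean count of at least 100, the correlation within 27 h minus that with the 3 h sample was -0.04699 (0.8438 and 0.8908), so the order was the same. A difference between seedling pools in the response to waterlogging may remain as a hypothesis, but a difference between sequencing batches was not tested and cannot be told apart from it.

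The main fit gave fewer DEGs at 3 h than at 27 h. A larger spread between replicates at 3 h could explain this, but the median absolute log2 difference between replicates was 0.4486 at 3 h and 0.5127 at 27 h, a ratio of 0.8751, and 0.3166 in CK. This prediction was written after the result was seen. Whether the effect differs between the times was tested directly only in the comparison of 3 h with 27 h, with 0 DEGs in the main fit. The lower Q30 of both 27 h samples cannot be told apart from the time of waterlogging.

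The 18 glycolytic unigenes listed at 3 h were still above both controls at 27 h in both replicates. The same held for 550 of the 570 tested unigenes of the whole upregulated list of 3 h, so it is not particular to glycolysis. With RLE in place of TMM the median log2 fold change of the 18 was 3.233, against 3.24 in the main fit. The prediction of this comparison was written before the test. The 2 methods scale these samples almost alike, so this comparison does not rule normalization out. The TMM factors of the samples, however, lay between 0.8805 and 1.063. The log2 fold changes of the 18 unigenes at 27 h ranged from 1.05 to 6.71. A factor acts alike on all unigenes of a sample, so these values argue against normalization for the 18 unigenes. The summed CPM of the 5 glucose-6-phosphate isomerase unigenes named in the paper had a log2 ratio of 27 h to CK of 3.355, with a prediction written after the result was seen. Each of the 5 was already above both controls, so their sum had to rise, and this does not rule out a split of reads, nor does it cover the other glycolytic unigenes. The pattern therefore cannot be told apart from a split of reads between contigs or a batch that follows the lower Q30 at 27 h. No biological explanation is drawn.

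The genes used to normalize qRT-PCR were below both controls in both replicates at 3 h and at 27 h. The actin unigene Cluster-8728.90304 had 7.84 and 6.83 CPM in CK, 5.15 and 2.02 at 3 h and 2.57 and 0.68 at 27 h, with log2 fold changes of -1.04 (standard error 0.48, adjusted p-value 0.3415 from the quasi-likelihood test of edgeR) and -2.15 (standard error 0.67, adjusted p-value 0.1234). The beta-tubulin unigene Cluster-8728.106504 had 115.86 and 102.2 CPM in CK, 80.28 and 57.25 at 3 h and 56.58 and 22.86 at 27 h, with log2 fold changes of -0.66 (standard error 0.21, adjusted p-value 0.2126) and -1.45 (standard error 0.48, adjusted p-value 0.1364).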
